# Evidence for independent evolution of functional progesterone withdrawal in primates and guinea pigs

**DOI:** 10.1093/emph/eot022

**Published:** 2013-12-03

**Authors:** Mauris C. Nnamani, Silvia Plaza, Roberto Romero, Günter P. Wagner

**Keywords:** guinea pig cervix, gene expression, functional progesterone withdrawal, evolution of parturition

## Abstract

**Background and objectives**: Cervix remodeling (CRM) is a critical process in preparation for parturition. Early cervix shortening is a powerful clinical predictor of preterm birth, and thus understanding how CRM is regulated is important for the prevention of prematurity. Humans and other primates differ from most other mammals by the maintenance of high levels of systemic progesterone concentrations. Humans have been hypothesized to perform functional progesterone withdrawal (FPW). Guinea pigs are similar to humans in maintaining high-progesterone concentrations through parturition, thus making them a prime model for studying CRM. Here, we analyze the phylogenetic history of FPW and document gene expression in the guinea pig uterine cervix.

**Methodology**: Data on progesterone withdrawal were collected from the literature, and character evolution was analyzed. Uterine cervix samples were collected from non-pregnant, mid-pregnant and late pregnant guinea pigs. RNA was extracted and sequenced. Relative transcript levels were estimated and compared among sample groups.

**Results**: The phylogenetic analysis shows that FPW evolved independently in primates and guinea pigs. The transcriptome data confirms that guinea pigs down-regulate progesterone receptor toward parturition, in contrast to humans. Some of the similarities between human and guinea pig are: down-regulation of estrogen receptor, up-regulation of VCAN and IGFBP4 as well as likely involvement of prostaglandins.

**Conclusions and implications**: (i) FPW in guinea pigs evolved independently from that in primates. (ii) A small set of conserved gene regulatory changes has been detected.

## Abstract (precis)

Humans and guinea pigs differ from other mammals by maintaining high progesterone levels in pregnancy all the way through birth. Here we investigated the evolutionary history of this condition and conclude that it evolved independently in the human and the guinea pig lineages. Furthermore we investigated the gene expression during cervical re-modelling and found only a small number of gene regulatory events that seem to be common between humans and guinea pigs.

## INTRODUCTION

Cervical remodeling (CRM) is a necessary step in preparation for successful parturition [1]. Premature softening and shorting of the cervix is also a powerful predictor of preterm birth, and thus understanding the molecular mechanisms regulating CRM are critical for successful intervention to prevent prematurity [2]. A major obstacle in unraveling the mechanisms of human cervical ripening is that mammals are highly variable with respect to the mechanisms underlying parturition. Most notable is the fact that in humans and other primates the placenta produces large amounts of progesterone through pregnancy and labor. In contrast, most other placental mammals, including model organisms such as sheep, mouse, rabbit and rat, have systemic progesterone withdrawal, meaning that the serum concentration of progesterone declines toward term before the onset of labor. Declining progesterone concentrations are thought to remove the ‘progesterone block’ from the uterus and the cervix and thus allow progression toward parturition [3–5]. To explain parturition in humans, it has been suggested that there have to be changes downstream of the progesterone signal that undercut the progesterone block in its target tissues. Several mechanisms have been proposed for this so-called functional progesterone withdrawal (FPW) [6–9], but none of them have yet received decisive support.

A notable exception among model organisms is the guinea pig that, like the human, maintains high concentrations of serum progesterone through parturition [10]. It has thus been suggested that guinea pig is a potential model organism to study the mechanisms of FPW as well as prematurity, which is very rare in model species with fast gestation like mice [11]. This is an attractive possibility, as guinea pigs belong to the same clade as other major model organisms, mice, rat and rabbit, the so-called Glires [12–15]. It is also a model organism with a long tradition of experimental research [16] and a sequenced genome (http://useast.ensembl.org/Cavia_porcellus/Info/Index).

In this communication we investigate gene expression in the cervix of guinea pigs to assess the similarity between human and guinea pig CRM. Our aim is to answer the question of whether FPW in primates and guinea pigs is homologous, meaning that it was already present in the most recent common ancestor of humans and guinea pig. This question is important because molecular mechanisms are more likely shared among homologous characters than among characters that evolved independently. Guinea pig belongs to a basal rodent lineage [14], and it is thus possible that FPW in primates and guinea pigs could be homologous.

Here, we report that there are extensive differences between the human and guinea pig cervical gene expression dynamics, which makes it unlikely that the mechanisms of ‘FPW’ are homologous between the two species. This inference is also supported by a phylogenetic analysis of serum progesterone concentrations at parturition among Archontolgires, the clade uniting primates and rodents. Nevertheless, it is still possible that there are conserved molecular mechanisms shared between primates and other placental mammals, as for instance the down-regulation of estrogen receptor alpha (ESR1), as reported in our previous paper for humans [17] and here for guinea pigs.

## METHODOLOGY

### Tissue harvesting and RNA extraction

Hartley guinea pigs (pregnant and non-pregnant) were obtained from a commercial supplier (Charles River, Wilmington, MA, USA). The animals were housed in individual plastic cages with hay, branches and other environment enhancing objects. Non-pregnant females were examined daily for vulva occlusion membrane. These animals were sacrificed the day after the vulva occlusion disappeared indicating entry into estrus. Pregnant females were obtained with uncertain pregnancy dates and were euthanized based on assessing overall body weight of the female with gestation range provided by the suppliers. For ‘post-mortem’ assessment of the duration of pregnancy, we took measurements of both the fetal supra-occipital-premaxilla length and fetal weight at harvest (Supplementary Table S1). To estimate gestational age we used previously published data [18–20]. Estimated gestational stage for mid-pregnant and late pregnant (but not in labor) animals was 43.6 ± 0.5 (mean ± SD) days and 65.2 ± 1.2 days, respectively (average gestation period of 65.5 ± 6.5 days range [16]). Tissue harvesting focused on the vaginal portion of the cervix to minimize contamination with uterine myometrial tissue. Samples were collected from the three groups in triplicates for non-pregnant and mid-pregnant females and four replicates for late pregnant females. Cervical tissue was immediately stored in RNAlater Solution (Ambion, cat# AM7020) until further processing. Total RNA was extracted using the RNeasy extraction kit (Qiagen, cat# 75142) following manufactures instructions that included an in-column DNAse digestion. Quality of the RNA was then confirmed using Agilent 2100 Bioanalyzer (Santa Clara, CA, USA).

### Sequencing and data processing

RNA library preparation and high-throughput sequencing were performed on an Illumina HiSeq 2000 sequencing system following the protocol recommended by Illumina for sequencing total RNA samples. Sequencing was done for each biological replicates at 1 × 75 bp strand specific by the Yale Center for Genome Analysis. Sequence reads were aligned to the *Cavia porcellus* reference genome (cavPor3.69) using the splice junction mapper for RNA-seq reads TopHat2 [21–23]. Sequencing depth for RNA-seq samples averaged 45 million reads per biological sample with >80% overall alignment rate. After alignment, read counts were determined with HTSeq-count v0.5.4p1 as described by the authors. All RNA-seq data are deposited in GEO under accession number GSE47986.

### Data analysis

Relative RNA abundance was measured as transcripts per million (TPM) transcripts as recommended in [24, 25] rather than RPKM or FPKM. The reason is that units of RPKM are not consistent between samples and are thus problematic when comparing RNA abundance between samples of different transcript composition [25].

In comparing transcript abundances we distinguish two different kinds of events. At the one hand are induction and repression of gene expression (turning gene expression ON or OFF). On the other hand are modulations of gene expression. We refer to induction when the transcript abundance of a gene is below the operational threshold of three TPM [26, 27] in the earlier stage of the reproductive cycle but above the threshold in the later stage. The threshold of three TPM corresponds to ∼1 RPKM in terms of the traditional RNA abundance measure [26, 27]. The threshold is based on association between expression level and chromatin modification status as well as a statistical model of transcript abundance. In contrast, we call changes of transcript abundance ‘expression modulation’ if the estimated transcript abundance is above the operational threshold in both stages compared. When we refer to up or down regulation, we mean gene expression modulation.

The motivation for making the (operational) distinction between gene expression modulation and induction/repression is that they represent two different biological events. Induction/repression is associated with qualitative changes in the nature of the chromatin modification and the kind of transcription factors and co-factors associated with the *cis*-regulatory elements [27]. On the other hand, gene expression modulation can have a variety of causes, from phosphorylation status of transcription factors to the expression level of upstream regulators.

### Statistics

When correlations were calculated or differential expression was tested, we transformed TPM data by square root transformation rather than the more widely used log-transformation for two reasons. First, TPM as well as RPKM data usually contains zero values. In a log-transformation these data points will be transformed into minus infinity, with consequences for data handling and interpretation. In contrast, $\sqrt{0}=0$ and no further problems arise. The second reason to prefer square root transformation is that it is in fact variance stabilizing [26], while the log-transformation leads to an inflation of variance at low abundance values. Tests for differential expression were not used as a discovery tool but to test specific hypotheses. For instant, we tested differences between stages for those genes that have been found differentially expressed in humans. For this reason, we did not use multiple comparison corrections. We used one-way ANOVA and *t*-tests on square root transformed TPM data.

### BrdU labeling

Three guinea pigs 35–38 weeks pregnant for mid-pregnant and also three females 58–63 weeks pregnant for late pregnancy were obtained from Charles River laboratories. Two females from each group were injected intraperitoneal with 10 ml of Bromodeoxyuridine (BrdU) labeling reagent Life Technology (Cat # 0103), and one control sample with 10 ml PBS. After 24 h the animal was sacrificed, and cervix was recovered and fixed in 4% paraformaldehyde (24–48 h). The tissue was processed for paraffin embedding and serial section of 6 µm was produced. The slides were processed following the Life Technology protocol for BrdU (Cat # 93-3943).

## RESULTS

### Evolution of functional progesterone withdrawal

The guinea pig has attracted interest because it shares with humans the feature of maintaining high concentrations of serum progesterone (P4) (>200 ng/ml) through parturition [10]. For both species it has been suggested that some mechanism downstream of the progesterone signal is responsible for CRM, called FPW. It is thus interesting to ask whether FPW in the guinea pig is homologous to that in humans.

In Fig. 1a and b, a survey of progesterone withdrawal within Euarchontoglires is presented based on the phylogenetic hypothesis in [28]. Lack of systemic progesterone withdrawal is found in humans, apes (chimpanzee [29], gorilla [30, 31]) and old world monkeys (rhesus monkey [32, 33], baboon [34]). The situation in new world moneys is complicated. The detailed study by Chambers and Hearn on the common marmoset (*Callithrix jacchus*) shows a steady decline in serum progesterone levels in the 4 days leading up to parturition [35]. Other authors did not report such a drop but also did not explicitly document the peripartum period [36]. In contrast, Corousos and collaborators report the peripheral progesterone levels of two pregnant squirrel monkeys (*Saimiri sciureus*) but do not show a decline of progesterone levels in the days leading up to parturition [37], even though the levels at the day of parturition are reported to be close to zero. Nevertheless, it is clear that the withdrawal, if any, would have to be very precipitous or absent. Based on comparison with the rate of decline in the marmoset we concluded that the squirrel monkeys do not have systemic progesterone withdrawal. We could not find data about tarsiers and some limited information about lemurs. Blanco and Meyer report progesterone levels in various stages of estrus and pregnancy of the brown mouse lemur (*Microcebus rufus*) but the gestational stages in this study are very unreliable [38]. In spite of that, the pre-partum cohort shows higher progesterone than the pre-estrus cohort, making it possible that the mouse lemur lack systemic progesterone withdrawal. Thus, we provide two reconstructions one with and one without systemic progesterone withdrawal for the mouse lemur (Fig. 1a and b).

**Figure 1.**
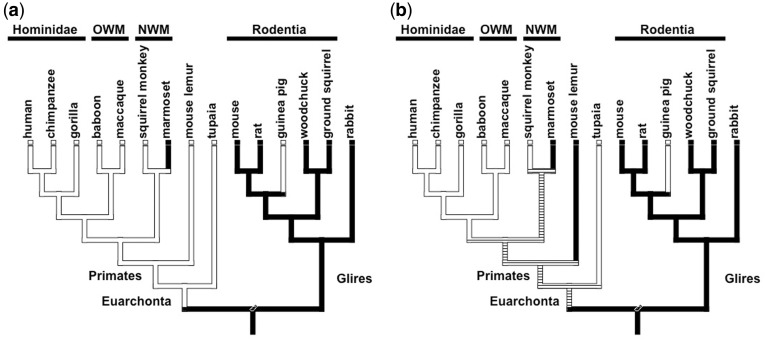
Evolution of FPW. Phylogenetic reconstruction of serum progesterone concentration at parturition in Euarchontoglires, the clade uniting primates and rodents. Species and lineages with sustained high systemic progesterone concentrations are indicated in white, species and lineages with a drop of systemic progesterone concentrations are indicated in black. The root state was fixed as progesterone withdrawal based on outgroup comparison with hoofed animals and carnivores. Tree topology in Glires follows fig. 6 in [28]. **(a)** Scenario that assumes that the mouse lemur has progesterone withdrawal. Under this assumption the lack of systemic progesterone withdrawal is an ancestral state of primates and even the Euarchonta. **(b)** Scenario that assumes that the mouse lemur does not have progesterone withdrawal. Under this scenario the ancestral state for Euarchonta and primates is ambiguous. Note that in both scenarios guinea pig is the only lineage without progesterone withdrawal within the Glires and that guinea pig is deeply nested within this clade. This phylogenetic distribution suggests that FPW evolved independently in primates (Euarchonta) and guinea pig within the Glires.

An outgroup clade of primates are the Tupaias (Scandentia). In *Tupaia belaneri*, there is a drop in serum P4 only after parturition [39] but this paper reports unpublished data from Elger and Hasan about a single animal. However, the peak progesterone level is reported to occur 2 days before parturition and we thus classify it as having no systemic progesterone withdrawal. Within the Glires, the clade including rodents and rabbits and squirrels, all lineages have progesterone withdrawal except guinea pigs [40, 41].

In Fig. 1a and b, we provide two parsimony-based ancestral character state reconstructions reflecting the ambiguity about the situation in the lemur. Under either scenario the lack of systemic progesterone withdrawal in the guinea pig is reconstructed as independently derived (Fig. 1a and b). The difference between the two scenarios, lemurs with or without progesterone withdrawal, only affects the reconstruction of the ancestral character state in the primate lineage (Euarchonta). Assuming that the lemur has no systemic progesterone withdrawal (Fig. 1a) leads to a reconstruction where this condition is ancestral for the Euarchonta, and the situation in the marmoset is inferred to be a reversal. Assuming that the lemur has systemic progesterone withdrawal (Fig. 1b) leads to a reconstruction where the ancestral state of the stem lineage of primates is ambiguous. From these data we conclude that FPW likely has evolved independently in primates and guinea pigs.

### Gene expression in guinea pig cervix

Cervical tissue was harvested from guinea pigs in three reproductive stages: non-pregnant and in estrus (NP), in mid-pregnancy (MT) and late pregnancy/term (LT) (see ‘Methodology’ for details on the timing of sampling). The samples were transcribed and sequences with 1 × 75 bp to an average sequencing depth of 40–50 Mio reads. Reads were mapped to the guinea pig genome version cavPor3.69 and read counts transformed to TPM transcripts [25]. 

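The sequenced animals were 3 non-pregnant females in estrus (NP), 3 at mid-pregnancy (MT) and 4 in late pregnancy (LT). For each animal and each of 25028 Ensembl genes, the authors deposited the number of reads counted with HTSeq-count after alignment with TopHat2, and the TPM value made from it. The reads counted on genes ranged from 20047660 to 27351763 per animal in NP (median 21988270), from 18730665 to 25380420 in MT (median 19109195) and from 25804572 to 27881572 in LT (median 27039412). The depth given in the paper is in sequenced reads, and all values here rest on the counted reads. At the operational threshold of 3 TPM a gene was backed by 55 to 104.5 reads, as the median over the genes near the threshold in each library. The TPM values of each animal sum to 1000000, so the TPM of a gene also moves with the abundance of all other genes. Between 30.4% and 34.5% of the total of an animal went to the 100 genes with the highest mean TPM over all animals. Stage means, standard deviations (SD) and ratios were computed from the TPM values as deposited. Changes between stages were tested with limma on log2(TPM + 1), in one fit over the 10 animals, for the 12645 genes with a mean of at least 3 TPM in at least 1 stage, with Benjamini-Hochberg adjustment. Fold changes are on this log2(TPM + 1) scale, which understates the change of genes of low abundance. Adjusted P-values of single genes are limma's unless another tool is named. Single genes were also compared on square-root transformed TPM by two-sided exact permutation tests. With 3 animals against 3 such a test cannot give a P below 0.1, and with 3 against 4 it cannot give a P below 0.0286. Permuting the one-way F statistic over the 3 stages can reach 0.000476. Where a range of adjusted P-values is given, it covers the alternative settings, which changed the scale, the filter, the normalization, the model or the animals included, one at a time.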

Below we focus on two comparisons of transcript abundance. One is the differences between non-pregnant and mid-pregnant stages and the other the comparison of mid-pregnancy and late pregnancy.

### Gene expression changes in the cervix from estrus to mid-pregnancy

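Between NP and MT the mean of 263 genes rose from below 3 TPM to above it, and 214 of them have a gene name. The change had a limma adjusted P under 0.05 for 129 of the 263. For 95 of them every NP animal lay below 3 TPM and every MT animal above it. Over the 12645 genes tested, 2342 had an adjusted P under 0.05 between NP and MT, 793 of them higher and 1549 lower in MT. The median of all tested genes was a log2 fold change of -0.14, so that changes of single genes stand against a shift of that size. After scaling the TPM values by the median ratio to the geometric mean of each gene, 2272 genes were called, of which 1378 were higher and 894 lower. The quasi-likelihood test of edgeR on the deposited read counts, an alternative added after the values were seen, called 2281 genes, 1272 higher and 1009 lower. The NP and MT animals did not overlap for 34.9% of the tested genes, where chance gives 10%. The number of genes called by limma was 1099 without MT replicate 3 and 4202 without NP replicate 1.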

In the comparison from non-pregnant and mid-pregnant cervices, 195 genes cross the operational criterion from being repressed to being expressed. Figure 2a shows the expression levels of genes operationally non-expressed in estrus but expressed in mid-pregnancy. Two genes stand out, CLCA1 and PLA2G10 (see Supplementary Table S2). 

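CLCA1 (ENSCPOG00000014947) had a mean of 1.59 ± 1.305 TPM (SD, n = 3) in NP and of 204 ± 108 TPM (SD, n = 3) in MT. This is a log2 fold change of 6.27 (standard error 0.54, adjusted P = 0.000212). PLA2G10 (ENSCPOG00000027338) went from 0.679 ± 0.054 TPM (SD, n = 3), which rests on 5 to 8 reads per animal, to 201 ± 185 TPM (SD, n = 3), a log2 fold change of 6.53 (standard error 0.60, adjusted P = 0.00028). For both genes each MT animal was above each NP animal (exact permutation test, P = 0.1, the smallest that 3 animals against 3 allow). The MT animals differed among themselves by more for PLA2G10 than for CLCA1. MT replicate 1 had 415 TPM of PLA2G10 and the other MT animals 80.3 and 108 TPM, and the MT mean without replicate 1 was 94.3 TPM. With each animal left out in turn, the log2 fold change stayed between 5.84 and 6.80 for CLCA1 and between 5.81 and 6.99 for PLA2G10. Next in the order of MT means came a pair of genes without a gene name, at 143 and 119 TPM.

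**Figure D1:**
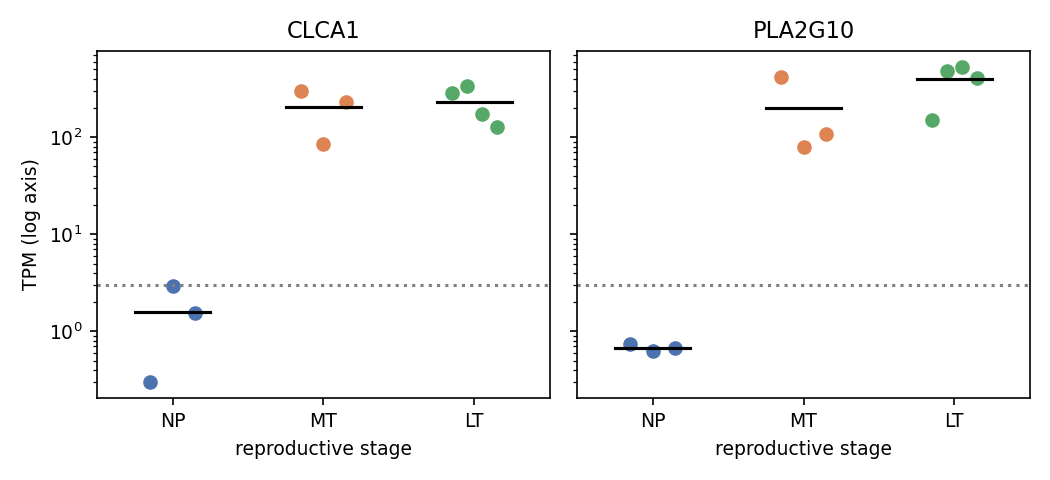
TPM (log axis) of CLCA1 and PLA2G10 by reproductive stage, with one point per animal, a bar at the mean of each stage and a dotted line at the operational threshold of 3 TPM. The NP animals lie below the threshold for both genes, and all MT and LT animals lie above it.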

CLCA1 is a component of Ca^2+^ sensitive chlorine channels and is involved in mucus production in other organs [42]. PLA2G10 is a phospholipase catalyzing the rate-limiting step in prostaglandin synthesis [43]. 

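SLC13A2 (ENSCPOG00000009792) had a mean of 87.8 ± 8.85 TPM (SD, n = 3) in MT against 0.393 ± 0.372 TPM (SD, n = 3) in NP, a log2 fold change of 6.02 (adjusted P = 0.00188). SLC36A2 (ENSCPOG00000008306) was at 29.1 ± 3.56 TPM in MT and 1.03 ± 0.441 TPM in NP, with a log2 fold change of 3.91 (adjusted P = 0.000621). TNFSF11 (ENSCPOG00000004659) was at 29.0 ± 6.13 TPM in MT and 1.317 ± 0.487 TPM in NP, with a log2 fold change of 3.70 (adjusted P = 2.09e-05). No MT animal overlapped an NP animal for any of these 3 genes. For IGFBP1 (ENSCPOG00000000247) a single read was counted in 1 MT animal, worth 0.0545 TPM, and no read in the other animals of NP, MT and LT.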

The other highly expressed and induced genes were: two members of the sodium-dependent decarboxylase transporters (SLC13A2 and SLC36A2), IGFBP1, as well as a tumor necrosis factor, TNFSF11.

**Figure 2.**
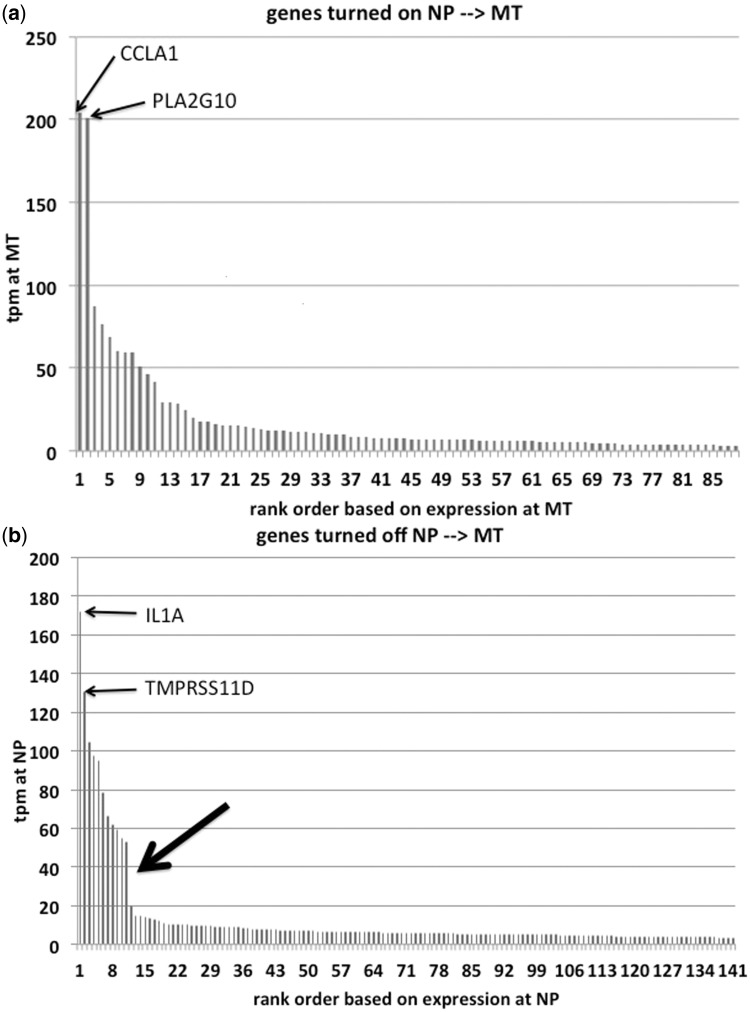

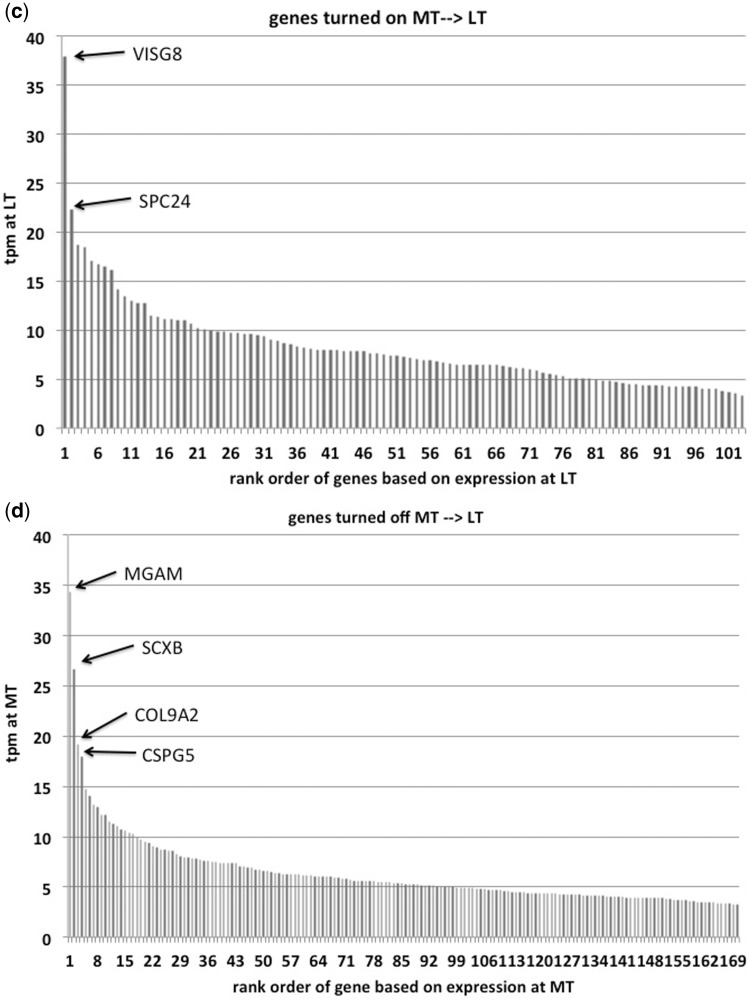

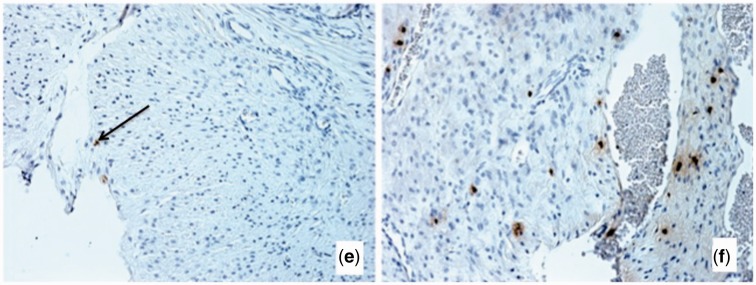
Expression levels in TPM of genes that are turned on or off during pregnancy in the guinea pig cervix. **(a)** Expression level of genes in mid-pregnancy of genes that are not expressed in non-pregnant cervix and expressed in mid-pregnancy. Note that there are two genes much more highly expressed than the others, CLCA1 and PLA2G10. **(b)** Expression level of genes in non-pregnant cervix that are not expressed in mid-pregnant cervix. There is a distinct difference in expression level between the 11 highest expressed genes and the rest (large arrow). **(c)** Expression level of genes in late pregnancy of genes not expressed in mid-pregnancy. **(d)** Expression level of genes during mid-pregnancy that are not expressed in late pregnancy. Four genes stand out: MGAM is the maltase-glucoamylase or alpha-glucosidase, an enzyme involved in starch digestion; SCXB the basic helix-loop-helix transcription factor; COL9A2 is a type IX collagen mostly known from hyaline cartilage; and CSPG5 is the chondroitin sulfate proteoglycan 5 (neuroglycan C). **(e)** Cervical stroma in mid-pregnancy labeled with BrdU. Note small dense nuclei with very few BrdU labeled cells. **(f)** Cervical stroma in late pregnancy labeled with BrdU. The cell nuclei are less dense and there are abundant cells labeled with BrdU, consistent with the finding that proliferation related genes are preferentially expressed in late pregnancy

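The mean of 626 genes fell from above 3 TPM in NP to below it in MT, among them 522 with a gene name. For 278 of these genes the limma adjusted P was under 0.05, and for 157 every NP animal was above the threshold and every MT animal below it. Most of them were near the threshold in NP, with a median of 4.33 TPM, and 66 had an NP mean above 10 TPM. The threshold is also crossed between animals of the same stage. In the 12 pairs of animals of the same stage, between 392 and 901 genes were above 3 TPM in one animal and below it in the other (median 536.5). In the 33 pairs of animals of different stages this number was between 753 and 1422 (median 1067).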

There are 428 genes expressed during estrus but operationally OFF at mid-pregnancy. Figure 2b shows their expression level during estrus. 

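The 11 genes of highest NP mean among those turned off in MT were IL1A, TMPRSS11D, IFNK and CRCT1 and 7 genes without a gene name. They ranged from ENSCPOG00000011645, at 496 ± 595 TPM (SD, n = 3) in NP, to CRCT1 (ENSCPOG00000023835), at 97.4 ± 120 TPM (SD, n = 3). The next gene, NOXO1, had a mean of 94.8 ± 91.9 TPM (SD, n = 3), so that the mean of the 11th gene was 1.03 times that of the 12th. The widest gap in this order lay between the second and the third gene, with a ratio of 1.97. The gap after the 11th gene in an order of only the genes with a gene name was not computed. All 11 genes were highest in NP replicate 1, at 5.99 to 8.18 times the mean of the other NP animals (median 7.42 times).

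**Figure D2:**
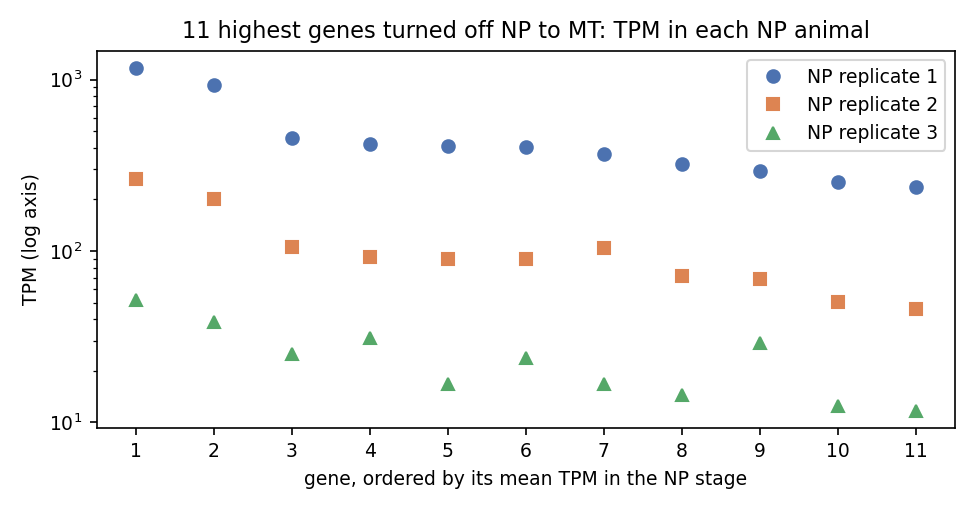
TPM (log axis) in each of the 3 NP animals for the 11 genes of highest NP mean that were turned off in MT, ordered by that mean. Each symbol is one animal, and NP replicate 1 is the highest and NP replicate 3 the lowest animal for every gene.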

There are 11 genes highly expressed during estrus but operationally turned OFF in mid-pregnancy with a discontinuity of lower expression level (big bold arrow in Fig. 2b). The most highly expressed gene turned off in pregnancy is interleukin 1a (IL1A). 

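IL1A (ENSCPOG00000026158) had 403, 89.8 and 23.9 TPM in the 3 NP animals, a mean of 172 ± 202 TPM (SD, n = 3). Without NP replicate 1 the mean TPM of IL1A in NP was 56.8. In MT the gene was at 1.27 ± 0.593 TPM (SD, n = 3) and in LT at 2.38 ± 0.997 TPM (SD, n = 4). Its log2 fold change from NP to MT was -5.46 (standard error 0.78, adjusted P = 0.00202) and lay between -6.44 and -4.43 with each animal left out in turn. By its NP mean IL1A ranked first among the turned-off genes with a gene name and 6 among all turned-off genes.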

The other genes are TMPRSS11D, a trans-membrane serine protease involved in gland secretory activity, interferon kappa, IFNK and an antagonist of IL1A, IL1RN and others more (see list in Supplementary Table S3). 

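TMPRSS11D (ENSCPOG00000010047) fell from 130 ± 142 TPM in NP to 0.467 ± 0.737 TPM in MT (SD, n = 3 each), a log2 fold change of -5.97 (adjusted P = 0.00116). IFNK (ENSCPOG00000000866) fell from 105 ± 128 to 0.874 ± 1.10 TPM, with a log2 fold change of -5.05 (adjusted P = 0.00676), and IL1RN (ENSCPOG00000008700) from 61.8 ± 62.6 to 2.24 ± 0.781 TPM, with a log2 fold change of -3.83 (adjusted P = 0.00284). The SDs in NP are as large as the means because NP replicate 1 stood above the other NP animals. Without that animal, the NP means were 48.9, 31.3 and 25.9 TPM. Toward term IL1RN was above the threshold again, at 7.50 ± 3.51 TPM (SD, n = 4). Among the named genes whose NP and MT animals do not overlap, RHCG and CRCT1 completed the 5 largest decreases with TMPRSS11D, IL1A and IFNK. Their log2 fold changes were -5.49 for RHCG (adjusted P = 0.00107) and -5.24 for CRCT1 (adjusted P = 0.00339).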

The gene ontology categories most over-represented are related to inhibition of cell proliferation.

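The gene ontology analysis was not repeated here. As a measure of proliferation, the list of S-phase and G2/M-phase genes distributed with the Seurat software was tested, of which 76 of 97 genes have a row and 74 were tested. It was fixed in advance and not drawn from these animals, although 22 of its genes appear in Supplementary Tables S2 to S5. From NP to MT, 68 of the 74 genes were lower, with a median log2 fold change of -0.68. The list as a whole moved below the other genes with an adjusted P of 2.4e-07 in limma's camera test, which presets the correlation between genes at 0.01. The adjusted P was 0.0221 in limma's fry test and 0.606 in camera when the correlation was estimated from the data. By single genes, 35 of the list were lower and 1 was higher with a limma adjusted P under 0.05.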

### Gene expression changes in the cervix from mid- to late-pregnancy

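Toward LT the mean of 249 genes rose from below 3 TPM in MT to above it, of which 201 have a gene name and 139 had a limma adjusted P under 0.05. For 76 of them all MT animals were below and all LT animals above the threshold. Among all genes tested, 3723 had an adjusted P under 0.05 between MT and LT, 851 of them higher and 2872 lower in LT. The median log2 fold change of all tested genes was -0.16. After median-ratio scaling 3705 genes were called, 1855 higher and 1850 lower, and edgeR on the read counts called 3668, 1696 higher and 1972 lower. The MT and LT animals did not overlap for 46.3% of the genes, where chance gives 5.7%. Without MT replicate 2 the number of genes called by limma fell to 1944.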

In the transition to late term 195 genes are turned on (Fig. 2c). The strongest expressed gene, which was not expressed in mid-pregnancy, is called VISG8, V-set and immunoglobulin domain containing 8. 

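This gene, listed as VSIG8 (ENSCPOG00000003207), was at 2.35 ± 0.874 TPM (SD, n = 3) in MT and at 38.0 ± 22.5 TPM (SD, n = 4) in LT. Its log2 fold change was 3.13 (standard error 0.79, adjusted P = 0.0168). LT replicate 1 had 4.28 TPM and the other LT animals between 47.5 and 51.1 TPM, and the LT mean without replicate 1 was 49.2 TPM. Without MT replicate 2 the adjusted P was 0.0566, and over the alternative settings it ranged from 0.00215 to 0.0781. In NP the gene was above the threshold, at 11.0 ± 9.24 TPM (SD, n = 3). In the order of LT means of the genes turned on, VSIG8 was preceded by ENSCPOG00000009710, which has no gene name and had a mean of 49.8 ± 52.1 TPM (SD, n = 4).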

Very little is known about its function (Supplementary Table S4). The second most expressed gene turned on toward term is SPC24, a kinetochore complex component, foreshadowing the result of the gene ontology analysis. 

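SPC24 (ENSCPOG00000022312) rose from 2.44 ± 1.42 TPM (SD, n = 3) in MT to 22.3 ± 7.45 TPM (SD, n = 4) in LT. These values rest on 4 to 18 reads per MT animal and 66 to 146 reads per LT animal. The log2 fold change was 2.78 (standard error 0.32, adjusted P = 0.00182), between 2.501 and 3.09 with each animal left out in turn, and every LT animal was above every MT animal (exact permutation test, P = 0.0286). In NP SPC24 was at 9.52 ± 2.27 TPM (SD, n = 3), and its log2 fold change from NP to MT was -1.67 (adjusted P = 0.0104).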

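In LT, 66 of the 74 tested genes of the cell cycle list were higher than in MT, with a median log2 fold change of 0.96. The adjusted P of the list was 7.93e-30 in camera with the preset correlation, 0.004 in fry and 0.254 in camera with the estimated correlation. Single genes of the list passed a limma adjusted P of 0.05 in 49 cases upward and in 1 case downward. Of its 3 most abundant members, TUBB4B rose from 213 ± 44.5 to 363 ± 28.3 TPM and PCNA from 75.4 ± 11.9 to 133 ± 28.5 TPM (SD, n = 3 in MT and 4 in LT). MRPL36 was at 92.3 ± 5.33 TPM in MT and 108 ± 7.26 TPM in LT (adjusted P = 0.0836). Leaving out each animal in turn, the median of the list stayed between 0.84 and 1.11. Against NP, the list was higher in LT by a median log2 fold change of 0.32, with an adjusted P of 1.28e-07 in camera and of 0.405 in fry. Of the 35 possible assignments of these 7 animals to the 2 stages, 5 gave a median as large. The median from NP to LT was 0.614 under median-ratio scaling and 0.678 with quantile normalization. It lay between 0.2 and 0.44 with each animal left out in turn. Lists of genes of other cell types were tested in the same way, which cannot separate the share of a cell type from expression per cell. A list of leukocyte genes had a median log2 fold change of 0.07 from MT to LT, with 9 genes higher and 8 lower. A list of squamous epithelium genes had a median of 1.414, with 12 higher and 1 lower (adjusted P = 0.000642 in camera and 0.33 in fry). With no filter the squamous median was 0.328 over 15 genes.

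**Figure D3:**
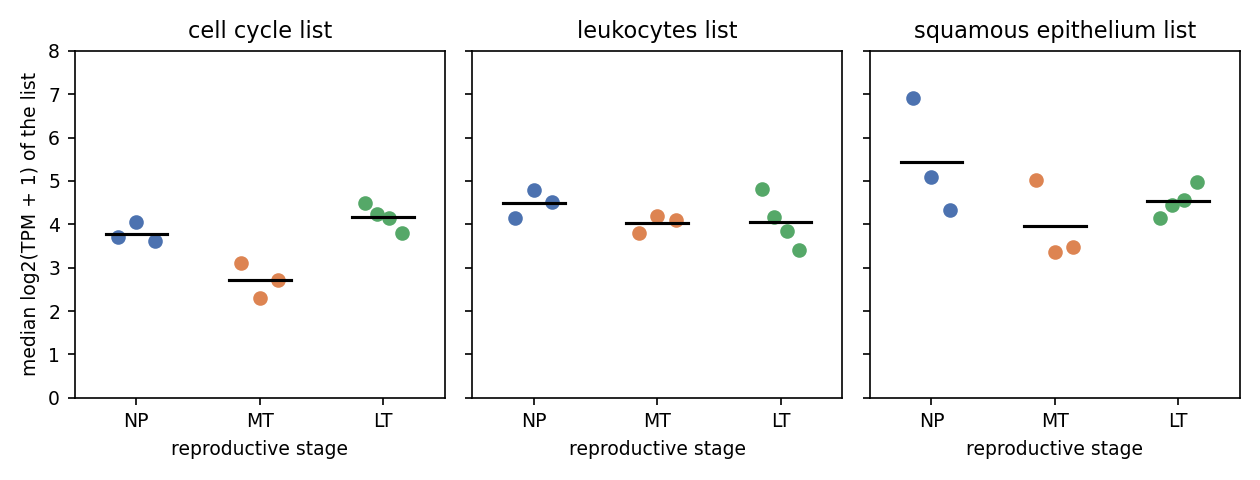
Median log2(TPM + 1) of the genes of 3 lists (cell cycle, leukocytes, squamous epithelium) in each animal, by reproductive stage, with one point per animal and a bar at the mean of the stage. For the cell cycle list all LT animals, from 3.81 to 4.48, lie above all MT animals, from 2.31 to 3.11, while the stages overlap for the other lists.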

The overwhelming majority of genes are related to enhancement of cell proliferation, suggesting a very active proliferative state of the guinea pig cervix at term. These conclusions are supported by the induction or strong up-regulation of genes known to promote or are associated with tumor growth. For instance, among the induced genes is FOXM1 and among the strongest up-regulated genes are ARG2, arginase type II and FGFBP1. 

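FOXM1 (ENSCPOG00000015373) was at 2.17 ± 1.21 TPM (SD, n = 3) in MT and 16.7 ± 3.22 TPM (SD, n = 4) in LT, a log2 fold change of 2.55 (standard error 0.30, adjusted P = 0.00182). It had been at 9.38 ± 2.93 TPM (SD, n = 3) in NP, with a log2 fold change of -1.76 from NP to MT (adjusted P = 0.0062). FGFBP1 (ENSCPOG00000021732) rose in both transitions, from 0.637 ± 0.144 TPM in NP to 59.7 ± 56.2 TPM in MT and 368 ± 160 TPM in LT. Without MT replicate 1, which was at 123 TPM, the MT mean of FGFBP1 was 27.9 TPM. Its log2 fold change was 4.77 from NP to MT (adjusted P = 0.00119; 0.0835 on square-root TPM, the highest among the alternative settings, which start at 0.00071) and 2.94 from MT to LT (adjusted P = 0.00605). ARG2 (ENSCPOG00000002682) was lower in LT, at 2.98 ± 0.774 TPM (SD, n = 4), than in MT, at 6.09 ± 1.80 TPM (SD, n = 3). All LT animals were below all MT animals for ARG2 (exact permutation test, P = 0.0286). The log2 fold change was -0.82 with an adjusted P of 0.201, which ranged from 0.0241, in a fit of only the MT and LT animals, to 0.443 over the alternative settings.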

The high expression of ARG2 [44–46], FGFBP1 [47, 48] and FOXM1 [49–53], are associated with several cancers.

To determine whether the late term cervical stroma has proliferating cells we injected guinea pigs in mid- and late-term with BrdU and harvested the tissue 24 h later (Fig. 2e and f). While at mid-term the nuclei of stromal cells are small and dense, in late term the cell nuclei are larger and less dense. BrdU stained cells are abundant in latter (Fig. 2f) consistent with the transcriptomic data suggesting higher proliferative activity toward late term.

In the transition to term 449 genes meeting the operational criterion of expression in mid-pregnancy are turned OFF toward term. Four of them have higher expression than the rest of the distribution (Fig. 2d). These are: MGAM, SCXB, COL9A2 and CSPG5 (Supplementary Table S5). 

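By their means 595 genes were above 3 TPM in MT and below it in LT, including 496 with a gene name. The limma adjusted P was under 0.05 for 333 of them. In 165 all MT animals were above the threshold and all LT animals below it. The median MT mean of the 595 genes was 4.22 TPM, and 27 of them had an MT mean above 10 TPM.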

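MGAM (ENSCPOG00000011280) fell from 34.4 ± 4.85 TPM (SD, n = 3) in MT to 1.42 ± 1.316 TPM (SD, n = 4) in LT, a log2 fold change of -4.03 (adjusted P = 0.00162). SCXB (ENSCPOG00000022112) fell from 26.6 ± 4.17 to 2.59 ± 0.935 TPM, COL9A2 (ENSCPOG00000011524) from 19.2 ± 9.56 to 2.54 ± 0.686 TPM and CSPG5 (ENSCPOG00000010149) from 17.9 ± 7.23 to 1.42 ± 0.411 TPM. Their log2 fold changes were -2.97 for SCXB (adjusted P = 0.0063), -2.41 for COL9A2 (adjusted P = 0.00261) and -2.92 for CSPG5 (adjusted P = 0.00157). On square-root TPM the adjusted P of SCXB was 0.0868, the highest among its alternative settings, whose lowest was 0.00212. No LT animal overlapped an MT animal for these 4 genes (exact permutation test, P = 0.0286 for each). The next gene in this order, HS3ST5, had an MT mean of 14.7 ± 3.499 TPM (SD, n = 3).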

MGAM is the maltase-glucoamylase or alpha-glucosidase, an enzyme involved in starch digestion; SCXB the basic helix-loop-helix transcription factor; COL9A2 is a type IX collagen mostly known from hyaline cartilage and CSPG5 is the chondroitin sulfate proteoglycan 5 (neuroglycan C). Repression of these genes suggests a change in the extra-cellular matrix composition during transition to term.

### Expression dynamics of candidate genes

#### Steroid receptors

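ESR1 (ENSCPOG00000008317) had a mean of 242 ± 105 TPM (SD, n = 3) in NP, 144 ± 17.2 TPM (SD, n = 3) in MT and 93.1 ± 11.9 TPM (SD, n = 4) in LT. Over the 3 stages the means differed by more than random assignments of the animals would give (exact permutation test of the F statistic, P = 0.0224). The NP animals ranged from 121 to 315 TPM and overlapped with the MT animals, which ranged from 131 to 163 TPM. From NP to MT the log2 fold change was -0.64 (standard error 0.30, adjusted P = 0.166; exact permutation test, P = 0.4). Without NP replicate 1 it was -1.07 with an adjusted P of 0.00174, the lowest in a range up to 0.451 over the alternative settings.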

During estrus the expression of estrogen receptor, ESR1, is high (>240 TPM) and is decreasing to <150 TPM in mid-pregnancy and further decreases to <100 TPM toward term. In contrast, the progesterone receptor (PR) mRNA, PGR, is low during estrus (27 TPM) and rises to a value of 56 TPM in mid-pregnancy but falls close to pre-pregnancy levels of 30 TPM toward the end of pregnancy (Fig. 3a).

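PGR (ENSCPOG00000020113) was at 26.9 ± 3.11 TPM (SD, n = 3) in NP, 56.1 ± 4.41 TPM (SD, n = 3) in MT and 30.1 ± 4.92 TPM (SD, n = 4) in LT. The increase from NP to MT had a log2 fold change of 1.03 (standard error 0.15, adjusted P = 0.00191), and no alternative setting raised its adjusted P above 0.0102. The MT animals lay above all NP animals (exact permutation test, P = 0.1, the smallest that 3 against 3 allow).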

**Figure 3.**
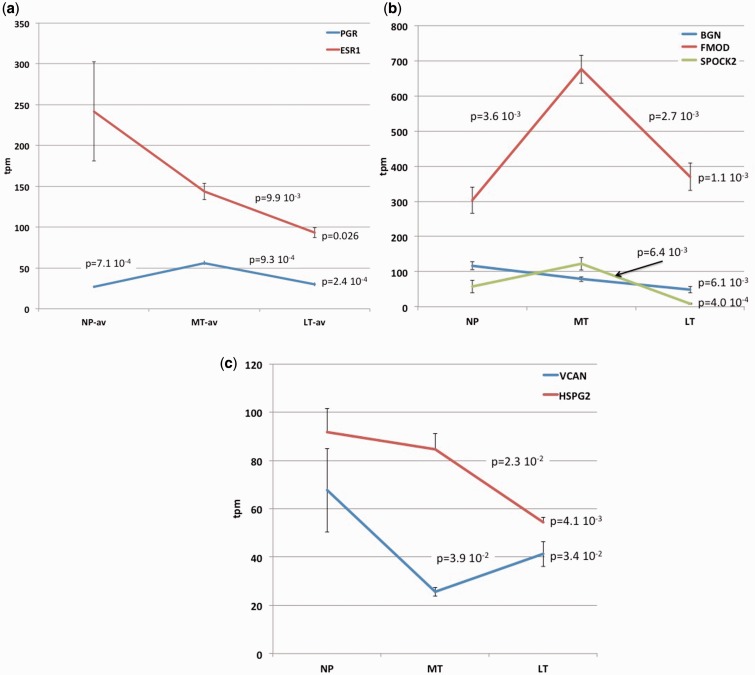
Expression dynamics of steroid receptors and proteoglycans. **(a)** Expression of ESR1 and PR. ESR1 is high during estrus and is steadily declining toward parturition. PGR is up-regulated in mid-pregnancy but returns to pre-pregnancy levels toward term. **(b)** mRNA expression dynamics of small proteoglycan genes: FMOD, testican 2 (SPOCK2) and BGN. **(c)** mRNA dynamics of large proteoglycan genes: VCAN and perlecan (HSPG2). Values at the right of each graph give the *P*-value of an ANOVA test including all three samples; the valued above the graphs give *t*-test based *P*-values for two-tailed pairwise comparisons

#### Extracellular matrix

The dominant collagen mRNA in the guinea pig cervix is type 1 collagen, COL1A1 and COL1A2. Expression is high for both type I collagen genes, ∼5000 TPM and 2000 TPM, respectively, and does not change among stages of the reproductive cycle. 

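COL1A1 (ENSCPOG00000003329) was at 5401 ± 1774 TPM in NP, 4669 ± 1882 TPM in MT and 4805 ± 979 TPM in LT (SD, n = 3, 3 and 4). COL1A2 (ENSCPOG00000010646) was at 1934 ± 869, 1973 ± 753 and 2043 ± 360 TPM. Differences between stages were smaller than the spread between animals for both genes (exact permutation test of the F statistic, P = 0.76 for COL1A1 and 0.92 for COL1A2). Of the 37 genes whose names mark them as collagens, these 2 had the highest mean in every stage, followed by COL6A2 at 906 TPM in NP, 634 TPM in MT and 600.1 TPM in LT.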

COL3A1, coding for collagen III identified in human cervix, was not mapped in our transcriptome data.

The dominant small proteoglycan is fibromodulin (FMOD) (Fig. 3b), which is known to associate with type I collagen and is also able to sequester TGF-beta in the extracellular matrix. 

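FMOD (ENSCPOG00000000742) had a mean of 303 ± 64.4 TPM (SD, n = 3) in NP, 675 ± 68.3 TPM (SD, n = 3) in MT and 370 ± 77.6 TPM (SD, n = 4) in LT. FMOD changed by a log2 fold change of 1.17 from NP to MT (standard error 0.19, adjusted P = 0.00331) and -0.88 from MT to LT (standard error 0.17, adjusted P = 0.00662). The MT animals lay above all animals of the other stages, and the F statistic over the 3 stages had an exact permutation P of 0.00571.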

FMOD shows a 2.2-fold increase from estrus to mid-pregnant stage and then a 0.55-fold decrease toward term, returning to about the same level as in estrus. A similar dynamics is observed for another small proteoglycan, testican 2, SPOCK2, although at lower levels of expression. It increases 2.1× from estrus to mid-pregnancy and toward term is almost completely suppressed, going from 122 TPM at MT to 9 TPM at LT (0.07-fold change). 

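SPOCK2 (ENSCPOG00000008188) was at 57.3 ± 31.1 TPM (SD, n = 3) in NP, 122 ± 30.7 TPM (SD, n = 3) in MT and 8.54 ± 2.45 TPM (SD, n = 4) in LT. From NP to MT the log2 fold change was 1.21 (standard error 0.40, adjusted P = 0.0607), and all MT animals were above all NP animals. Its adjusted P crossed 0.05 under some settings, at 0.0135 without NP replicate 1 and at 0.0303 on square-root TPM, within a range up to 0.166 over the alternative settings, and at 0.0317 in DESeq2 on the read counts. From MT to LT the log2 fold change was -3.70 (standard error 0.37, adjusted P = 0.00162) and lay between -3.88 and -3.51 with each animal left out in turn.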

Repression of both FMOD and SPOCK2 transcription may play a role in extracellular matrix remodeling in preparation for parturition. In addition, the expression dynamics of FMOD suggests lower efficiency of TGF-beta signaling during pregnancy than before and toward term.

We found substantial expression for two large proteoglycans, versican (VCAN) and perlecan (HSPG2, heparan sulfate proteoglycan 2) (Fig. 3c). 

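VCAN (ENSCPOG00000025484) was at 67.6 ± 29.9 TPM (SD, n = 3) in NP, 25.6 ± 3.05 TPM (SD, n = 3) in MT and 41.3 ± 10.4 TPM (SD, n = 4) in LT. Its log2 fold change from NP to MT was -1.28 (standard error 0.29, adjusted P = 0.0153). From MT to LT it was 0.64 (standard error 0.27, adjusted P = 0.101), and although every LT animal was above every MT animal, the exact permutation test gave P = 0.0571. In a fit of only the MT and LT animals the adjusted P was 0.0338, in a range up to 0.224 over the alternative settings. Of the settings added after the values were seen, DESeq2 gave 0.0275 and the removal of the trend on gene length 0.0222.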

VCAN decreases from estrus to mid-pregnant by 0.38-fold and then increases 1.6-fold again toward term. In contrast, HSPG2 is high in estrus but declines slowly toward term to 59% from its value before pregnancy.

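HSPG2 (ENSCPOG00000026832) had a mean of 91.7 ± 17.0 TPM (SD, n = 3) in NP, 84.6 ± 11.4 TPM (SD, n = 3) in MT and 54.4 ± 4.37 TPM (SD, n = 4) in LT. NP and MT animals overlapped, and all LT animals were below all MT animals. Between MT and LT the log2 fold change was -0.62 (standard error 0.14, adjusted P = 0.00939; exact permutation test, P = 0.0286). Part of this size is the shift of all genes. After median-ratio scaling the log2 fold change was -0.44 with an adjusted P of 0.077, the highest in a range from 0.00547 over the alternative settings, and edgeR on the read counts gave an adjusted P of 0.0722. The log2 fold change was -0.02 when the trend of each library on gene length was removed, a setting added after the values were seen.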

The dominant matrix metallopeptidase mRNA is MMP2 (Fig. 4a), which is known to break down collagen IV and gelatin. There is an apparent increase in expression of MMP2 between mid- and late-term, but the statistical support is weak (*P* = 0.056). 

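MMP2 (ENSCPOG00000020846) was at 790 ± 289 TPM (SD, n = 3) in NP, 631 ± 84.1 TPM (SD, n = 3) in MT and 985 ± 322 TPM (SD, n = 4) in LT, the highest mean among the 15 genes named MMP in every stage. The MT animals, from 570 to 727 TPM, overlapped with the LT animals, of which the lowest was at 630 TPM. The exact permutation test gave P = 0.114, and the log2 fold change of 0.59 (standard error 0.30) had an adjusted P of 0.158. DESeq2 on the read counts, added after the values were seen, gave an adjusted P of 0.0147, and the alternative settings lay between 0.0562 and 0.312.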

The next highest expression was found for MMP14, which is activating MMP2 and is likely membrane bound. MMP14 expression in estrus is ∼340 TPM and decreases to mid-pregnancy by 0.55-fold (*P* = 0.016) and shows a slight increase of 1.18-fold toward late term (*P* = 0.05). In contrast, MMP11 has a moderate expression in estrus (109 TPM), decreases toward mid-pregnancy by 90% (0.1-fold) and is barely above the operational threshold for expressed genes at term (3.75 TPM). This MMP11 is not effective in extracellular matrix breakdown, but is reported to cleave protease inhibitor A1AT, which is not included in our mapped transcripts.

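MMP14 (ENSCPOG00000024551) had a mean of 339 ± 48.5 TPM (SD, n = 3) in NP, 185 ± 0.614 TPM (SD, n = 3) in MT and 219 ± 29.2 TPM (SD, n = 4) in LT. The decrease from NP to MT had a log2 fold change of -0.86 (standard error 0.13, adjusted P = 0.0028). Toward LT the log2 fold change was 0.23 (standard error 0.13) with an adjusted P of 0.175 and an exact permutation P of 0.114, although the lowest LT animal, at 193 TPM, was above the highest MT animal, at 186 TPM. Only DESeq2 on the read counts gave an adjusted P under 0.05, of 0.0326, against 0.0638 to 0.364 over the alternative settings.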

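MMP11 (ENSCPOG00000003507) fell from 109 ± 61.6 TPM (SD, n = 3) in NP to 11.5 ± 8.37 TPM (SD, n = 3) in MT, a log2 fold change of -3.24 (standard error 0.48, adjusted P = 0.00235). In LT it was at 3.75 ± 0.773 TPM (SD, n = 4), with 115 to 180 reads per animal. The MT animals ranged from 4.31 to 20.7 TPM and overlapped with the LT animals, with a log2 fold change of -1.18 (standard error 0.45, adjusted P = 0.0722; exact permutation test, P = 0.0571). Without MT replicate 1 the log2 fold change was -1.68 with an adjusted P of 0.0203, in a range up to 0.382 over the alternative settings, and DESeq2 on the read counts, a later addition, gave -1.44 with 0.0103.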

**Figure 4.**
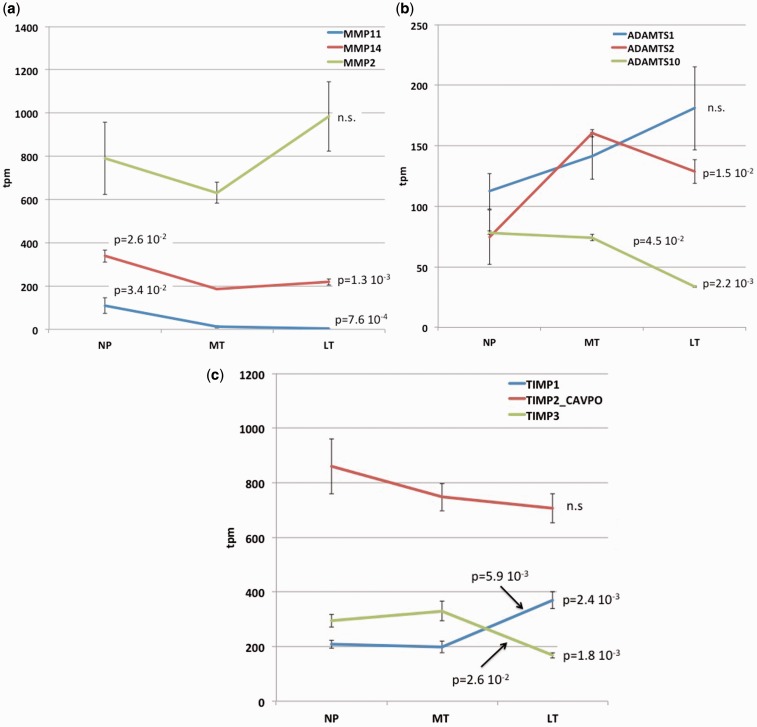
Expression dynamics of proteases. **(a)** mRNA expression of matrix metalloprotease genes. **(b)** mRNA expression of genes coding for ADAM metallopeptidases with thrombospondin motif, ADAMTS metallopeptidases. **(c)** mRNA expression of genes coding for inhibitors of matrix metallopeptidases, TIMPs. Values at the right of each graph give the *P*-value of an ANOVA test including all three samples; the valued above the graphs give *t*-test based *P*-values for two-tailed pairwise comparisons

Among the ADAM metallopeptidases with thrombospondin motif, ADAMTS metallopeptidases, ADAMTS1 and -2 are most expressed. ADAMTS1 shows a slow but insignificant increase from non-pregnant to term, while ADAMTS2 is increasing from non- to mid-pregnant and decreases at late term (Fig. 4b).

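ADAMTS1 (ENSCPOG00000006447) was at 112 ± 25.6 TPM in NP, 142 ± 33.6 TPM in MT and 181 ± 68.9 TPM in LT (SD, n = 3, 3 and 4), and the stages overlapped (exact permutation test of the F statistic, P = 0.246). ADAMTS2 (ENSCPOG00000001168) was at 74.4 ± 39.0, 160 ± 5.23 and 129 ± 19.8 TPM. Its log2 fold change from NP to MT was 1.219 (standard error 0.29, adjusted P = 0.018). This call depended on the animals included, with an adjusted P of 0.0623 without NP replicate 2 and of 0.0583 without MT replicate 3, in a range from 0.000751 to 0.0639 over the alternative settings. From MT to LT the log2 fold change of ADAMTS2 was -0.33 (standard error 0.27, adjusted P = 0.384; exact permutation test, P = 0.0857). Among the 18 genes named ADAMTS, ADAMTS10 (ENSCPOG00000024367) had the second highest mean in NP, at 78.2 ± 5.66 TPM (SD, n = 3).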

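TIMP2 (ENSCPOG00000008663) was the most abundant of the 4 TIMP genes in each stage, at 859 ± 175 TPM (SD, n = 3) in NP, 748 ± 87.7 TPM (SD, n = 3) in MT and 707 ± 108 TPM (SD, n = 4) in LT. The stages overlapped, and the exact permutation test of the F statistic gave P = 0.369.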

The most expressed inhibitor of matrix metallopeptidase is TIMP2, which is highly expressed during estrus and shows a slow but insignificant decline toward term (Fig. 4c). The only highly expressed protease inhibitor that shows a significant increase from mid- to late-term is TIMP1 (1.9×, *P* = 0.006). 

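TIMP1 (ENSCPOG00000013119) was at 198 ± 36.1 TPM (SD, n = 3) in MT and 370 ± 62.0 TPM (SD, n = 4) in LT, after 209 ± 26.3 TPM (SD, n = 3) in NP. Between these stages TIMP1 had a log2 fold change of 0.90 (standard error 0.16, adjusted P = 0.00487), which stayed between 0.74 and 1.00 with each animal left out in turn. All LT animals were above all MT animals (exact permutation test, P = 0.0286).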

TIMP1 is associated with cell proliferation and may have anti-apoptotic effects consistent with other results suggesting proliferation in later term cervix (see above and Fig. 2e and f). In contrast, TIMP3 shows a 50% reduction in expression between mid- and late-term (0.51×, *P* = 0.026).

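TIMP3 (ENSCPOG00000007312) had a mean of 294 ± 39.5 TPM (SD, n = 3) in NP, 330 ± 62.9 TPM (SD, n = 3) in MT and 168 ± 19.1 TPM (SD, n = 4) in LT. The highest LT animal, at 192 TPM, was below the lowest MT animal, at 258 TPM. TIMP3 fell by 0.96 on the log2 scale from MT to LT (standard error 0.15, adjusted P = 0.0033), and by 0.78 after median-ratio scaling.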

#### Signaling

Prostaglandin signaling, in particular PGE_2_ and PGF_2a_, is associated with many aspects of female reproductive physiology including parturition [54]. A rate-limiting step in prostaglandin synthesis is the liberation of arachidonic acid from phospholipids by phospholipase A and C. In the guinea pig cervix we find a substantial increase in PLA2G10 just before parturition (Fig. 5a). 

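In LT PLA2G10 had a mean of 395 ± 170 TPM (SD, n = 4), with animals from 152 to 536 TPM, which overlapped with the MT animals. This is a log2 fold change from MT to LT of 1.21 (standard error 0.56, adjusted P = 0.124; exact permutation test, P = 0.2). The call depended on single animals. Without MT replicate 1, the highest animal of its stage, the log2 fold change was 1.923 (adjusted P = 0.017), and without LT replicate 1, the lowest of its stage, it was 1.62 (adjusted P = 0.0403). The adjusted P was at most 0.4 over the alternative settings, which include these fits.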

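The gene of cyclo-oxygenase II, PTGS2 (ENSCPOG00000001983, listed under the protein name PGH2_CAVPO), was at 3.61 ± 0.603 TPM (SD, n = 3) in NP, 11.2 ± 2.32 TPM (SD, n = 3) in MT and 10.0 ± 1.18 TPM (SD, n = 4) in LT. The MT and LT animals overlapped (exact permutation test, P = 0.4). The change in this gene came earlier, with a log2 fold change of 1.40 from NP to MT (standard error 0.17, adjusted P = 0.00116).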

Interestingly, the expression of cyclo-oxygenase II, catalyzing another key step in prostaglandin synthesis, is not increased toward term.

**Figure 5.**
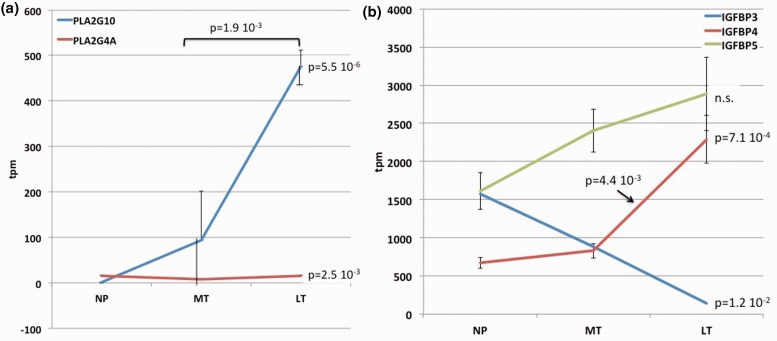
Expression dynamics of genes related to prostaglandin and IGF signaling. **(a)** mRNA expression of genes coding for PLA2 gamma 4A and 10, PLA2G4A and PLAG210. Note the steep increase in the expression level of PLA2G10, which suggests an increased paracrine expression of prostaglandin, since PLA2 is catalyzes a rate-limiting step in prostaglandin biosynthesis. **(b)** mRNA expression of genes coding for insulin like growth factor binding proteins, IGFBP3, IGFBP4 and IGFBP5. Values at the right of each graph give the *P*-value of an ANOVA test including all three samples; the valued above the graphs give *t*-test based *P*-values for two-tailed pairwise comparisons

The expression of IGF signaling molecules came to our attention though the conserved up-regulation of IGFBP4 in both human and guinea pig cervices (see below). mRNA expression of IGF1 and IGF2 toward term follow different trends, with IGF1 being up-regulated (1.57×, *P* = 0.0074) and IGF2 down-regulated (0.66×, *P* = 0.0038). In contrast, there is no substantial change in IGF receptor mRNA expression.

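IGF1 (ENSCPOG00000023247) rose from 269 ± 30.1 TPM (SD, n = 3) in MT to 422 ± 78.4 TPM (SD, n = 4) in LT, a log2 fold change of 0.63 (standard error 0.15, adjusted P = 0.0134; exact permutation test, P = 0.0286). Without MT replicate 2 it was 0.54 with an adjusted P of 0.0594, the highest in a range from 0.00569 over the alternative settings. IGF2 (ENSCPOG00000024765) fell from 176 ± 3.60 TPM (SD, n = 3) to 117 ± 18.0 TPM (SD, n = 4), a log2 fold change of -0.60 (standard error 0.17, adjusted P = 0.0263; exact permutation test, P = 0.0571). After median-ratio scaling the log2 fold change of IGF2 was -0.42 with an adjusted P of 0.0512. Leaving out any 1 of the 3 MT animals, or LT replicate 1, 2 or 4, also brought its adjusted P above 0.05, up to 0.0725, the highest over the alternative settings, which start at 0.00767.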

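The mRNA of IGF1R (ENSCPOG00000005399) was at 29.4 ± 2.71 TPM (SD, n = 3) in NP, 24.8 ± 1.65 TPM (SD, n = 3) in MT and 16.9 ± 1.77 TPM (SD, n = 4) in LT. All LT animals were below all MT animals (exact permutation test, P = 0.0286), and the log2 fold change was -0.54 (standard error 0.11, adjusted P = 0.0068). With quantile normalization it was -0.33 with an adjusted P of 0.0639, the highest in a range from 0.00664 over the alternative settings. When the trend on gene length was removed, a setting added later, it was -0.17 (adjusted P = 0.283). IGF2R (ENSCPOG00000013207) was at 63.1 ± 10.2 TPM in NP, 43.93 ± 3.29 TPM in MT and 44.1 ± 6.33 TPM in LT, and the MT and LT animals overlapped (exact permutation test, P = 0.971).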

There is high expression of most IGF binding proteins, with three having a dramatic regulatory change (Fig. 5b). 

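IGFBP5 (ENSCPOG00000010072) had the highest mean of the 7 IGFBP genes in each stage, with 1613 ± 422 TPM (SD, n = 3) in NP, 2400 ± 485 TPM (SD, n = 3) in MT and 2884 ± 964 TPM (SD, n = 4) in LT. The stages overlapped, and the exact permutation test of the F statistic gave P = 0.124.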

IGFBP5 is the most expressed IGFBP overall but does not show a significant difference between pregnancy stages. IGFBP4 shows the most dramatic up-regulation (2.75×, *P* = 0.0022). In contrast, IGFBP3 is expressed at about the same level as IGFBP5 at estrus and then shows a gradual decline during pregnancy with very low expression at term (from 1500 TPM during estrus to 140 TPM at term). These results could point to an attenuation of IGF2 signaling in the term cervix of the guinea pig because two binding proteins are increasing, and IGF2 expression is decreasing (but IGF1 mRNA is increasing).

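IGFBP4 (ENSCPOG00000008055) was at 669 ± 124 TPM (SD, n = 3) in NP and 831 ± 166 TPM (SD, n = 3) in MT, and rose to 2289 ± 623 TPM (SD, n = 4) in LT. Compared with MT the log2 fold change was 1.446 (standard error 0.22, adjusted P = 0.00284), between 1.27 and 1.55 with each animal left out in turn, and the animals of both stages did not overlap (exact permutation test, P = 0.0286).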

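IGFBP3 (ENSCPOG00000025683) had a mean of 1570 ± 1017 TPM (SD, n = 3) in NP, with animals from 525 to 2557 TPM, and of 882 ± 390 TPM (SD, n = 3) in MT. These stages overlapped (exact permutation test, P = 0.4). In LT it was at 140 ± 28.6 TPM (SD, n = 4), a log2 fold change of -2.54 from MT (standard error 0.50, adjusted P = 0.00669), and all LT animals were below all MT animals.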

## DISCUSSION

In this study we addressed two questions. First, we investigated whether FPW in primates and guinea pigs has evolved independently or whether these are homologous features. Based on a parsimony reconstruction of ancestral character states we inferred that FPW in guinea pigs evolved independently of that in primates (see Fig. 1). Second, we investigated the gene regulatory dynamics during pregnancy in the uterine cervix using RNAseq to assess how CRM is regulated in the presence of sustained progesterone levels in the guinea pig. Our data suggest two mechanisms involved in CRM, down-regulation of PR expression and, potentially, the intracervical activation of prostaglandin synthesis, that are discussed in more detail below.

### Evolution of functional progesterone withdrawal

Here, we use the term FPW as meaning a situation in which the circulating progesterone levels do not substantially fall prior to parturition. At this point, we do not ascribe a specific mechanistic meaning to the term FPW. The reason is that it is still unclear how different the regulation of CRM is between species with systemic progesterone withdrawal and those without systemic progesterone withdrawal; with some authors clearly favoring the view that the mechanisms of CRM are conserved between mouse and human [55], while the question still remains whether sustained high levels of circulating progesterone have consequences for the regulation of CRM and parturition in general [56].

The question whether FPW in guinea pigs and primates is homologous, requires a detailed investigation because the guinea pig represents a basal lineage among the rodents and FPW is widespread in Euarchonta, the clade consisting of primates, tree shrews and flying lemurs (for references see above). It is thus possible that FPW could have been an ancestral state within the Archontoglires, the clade uniting primates and rodents and their close relatives. In Euarchonta, the most basal lineage with data on progesterone levels at parturition is the northern tree shrew (*Tupaia belangeri*). For this species, FPW has been documented, and thus it is possible that FPW can be quite old.

Data about progesterone levels at parturition in non-model organisms are sparse, but sufficient data of the basal lineages of the Euarchontoglires are available to allow a unique parsimony reconstruction (Fig. 1). The conclusion that FPW evolved twice independently is based on the serum progesterone withdrawal in rabbits and Sciuridae (here represented by ground squirrel and woodchucks), which are two lineages more basal than the most recent common ancestor of guinea pigs and other rodents (Fig. 1). The outgroup of the Euarchontoglires is Lauresiatheria, which is a large group containing as diverse animals as bats, horses, cows, hedgehogs and carnivores and others. We did not perform a detailed analysis of data on circulating progesterone levels during pregnancy in this group, but we are not aware of any member of this group to show FPW. It is widely acknowledged that sheep, cow, pig, horse, dog and cat have circulating serum progesterone withdrawal at parturition. We thus infer that the ancestral state for Euarchontoglires is withdrawal of serum progesterone. Based on these data we consider the conclusion that primates and guinea pigs evolved FPW independently as robust.

### Physiology of cervix remodeling in guinea pig

An intriguing finding about guinea pig CRM was reported by Rodríguez *et al.* [57]. The authors quantified the density of PR and ESR1 positive cells in the cervix and the uterus and reported a 50% drop in the number of PR positive cells in the sub-epithelial portion of the cervix, i.e. the cervical stroma, 1–2 days before parturition. The authors also found a negative correlation between PR and collagen integrity, suggestive of a causal link between loss of PR expression and CRM. This finding is intriguing as it provides a mechanistic model for FPW, at least for the cervical stroma (no comparable drop in PR expression was found in the myometrium). Our data are consistent with that of Rodríguez *et al.* as we find also a 50% drop in PR mRNA expression between mid- and late-pregnancy. 

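The PGR values of the 3 MT animals lay between 51.8 and 60.6 TPM and those of the 4 LT animals between 23.5 and 35.3 TPM (exact permutation test, P = 0.0286, the smallest that 3 animals against 4 allow). The ratio of the LT to the MT mean was 0.538. On the log2 scale PGR fell by 0.89 (standard error 0.14, adjusted P = 0.00315), by 0.71 after median-ratio scaling and by 0.77 to 0.96 with each animal left out in turn. These values do not separate stroma from epithelium. From this decrease the paper proposes that the loss of the progesterone receptor takes part in the remodeling of the cervix.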

Interestingly, though, no comparable decrease in PR mRNA abundance was reported for human cervix [17, 58, 59]. Rodríguez *et al.* also reported only small if any increase in ESR1 expression toward term. In our data we find a modest 0.7×, but significant (*P* < 0.01) decrease in ESR1 mRNA abundance, which is similar to the 0.84× decrease of ESR1 mRNA in human cervix [17].

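For ESR1 the ratio of the LT to the MT mean was 0.649, and all LT animals were below all MT animals (exact permutation test, P = 0.0286). The fit over all 3 stages gave a log2 fold change of -0.62 (standard error 0.29, adjusted P = 0.122), and a fit of only the MT and LT animals gave the same fold change with an adjusted P of 0.00868. The adjusted P was at most 0.303 over the alternative settings.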

Another factor implicated in guinea pig CRM is phospholipase A2 (PLA2). PLA2 catalyzes a rate-limiting step in prostaglandin synthesis by liberating arachidonic acid from phospholipids [43]. Prostaglandin E_2_ and F_2-alpha_ have been shown to stimulate collagenase activity in confluent guinea pig cervical cell culture [60], and it is also long established that prostaglandins can induce cervical ripening [1]. PLA2 activity increases ∼20-fold between non-pregnant to later term cervix extractions [61]. The PLA2 activity measured by Rajabi and collaborators was mostly due to the 85 kD cytosolic PLA2 (cPLA2), but contributions of lower molecular weight secreted PLA2 was also detected, with a distinct protein peak around 20 kD [61]. Surprisingly, no evidence for different protein levels was found between non-pregnant and term cervices by Rajabi and Cybulsky but this was based on protein gel band intensities. In our data, the mRNA abundance for cPLA2 (PLA2G4A) was at moderate but significant 15 TPM at late term, and at the same level for cervices of non-pregnant guinea pigs. In mid-term, the level was lower at ∼7 TPM, which is 2× different from late-term (*P* = 8.88 × 10^−^^4^). However, the most dramatic change we found was in a low-molecular weight secreted PLA2 (PLA2G10, 18 kD), which is not expressed before pregnancy and increases to 200 and 400 TPM at mid- and late-term pregnancy, respectively. Hence, our data are consistent with the results of Rajabi *et al.* with respect to protein levels of cPLA2 in non-pregnant and late term cervices, but also shows a dramatic induction of a secreted PLA2, PLA2G10, which is not expressed before pregnancy. These data suggest an active role of prostaglandin signaling in normal CRM in guinea pigs.

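PLA2G4A (ENSCPOG00000003809) was at 15.2 ± 2.86 TPM (SD, n = 3) in NP, 7.85 ± 1.319 TPM (SD, n = 3) in MT and 15.8 ± 1.62 TPM (SD, n = 4) in LT. PLA2G4A changed by a log2 fold change of -0.87 from NP to MT (standard error 0.16, adjusted P = 0.00677) and 0.93 from MT to LT (standard error 0.15, adjusted P = 0.00358). MT animals were below all animals of both other stages, with an exact permutation P of 0.0286 against LT.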

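The NP animals had between 0.629 and 0.737 TPM of PLA2G10, below the operational threshold in each animal. The counts behind the later stages were 626 to 3197 reads per MT animal and 1718 to 6513 reads per LT animal. Over the 3 stages the exact permutation test of the F statistic gave P = 0.0105. From the induction of this secreted phospholipase, together with the level of PLA2G4A, the paper proposes that prostaglandins take an active part in the remodeling of the guinea pig cervix.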

In guinea pigs, CRM is in part achieved through collagen degradation effected by collagenases [62, 63]. Rajabi *et al.* reported a 5-fold increase in procollagenase activity from Day 50 to parturition. In our data the highest RNA expression level was found for MMP2, with 1000 TPM in late pregnancy and a 1.6-fold increase from mid-term to late-term. Among the ADAMTS metalloproteases, the highest expression was found to be ADAMTS1, with a 1.28× increase relative to mid-term and a final 181 TPM. 

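ADAMTS8 (ENSCPOG00000003918) was at 6.90 ± 6.55 TPM (SD, n = 3) in NP, 2.11 ± 0.798 TPM (SD, n = 3) in MT and 14.1 ± 9.71 TPM (SD, n = 4) in LT. The NP mean of ADAMTS8 was 3.13 TPM without NP replicate 1. Its ratio of LT to MT means, 6.71, was the highest of the 11 ADAMTS genes compared, ahead of ADAMTS19 at 1.519. LT animals lay between 3.81 and 26.4 TPM, all above the MT animals (exact permutation test, P = 0.0571), and the log2 fold change was 2.04 (standard error 0.62, adjusted P = 0.0324). This call did not hold when any 1 of the MT animals, or LT replicate 2, 3 or 4, was left out, with adjusted P-values up to 0.0944. The alternative settings gave adjusted P-values from 0.0124 to 0.129.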

The highest fold increase was recorded for ADAMTS8 with a 6.7× increase consistent with the finding of Hassan *et al.*, who reported a 2.9× increase in human cervix [17]. The final RNA abundance of ADAMTS8 (14 TPM), however, was more than one order of magnitude lower than that of ADAMTS1 (181 TPM) and even smaller than the 1000 TPM found for MMT2. This comparison illustrates the danger of sole reliance on fold change measures to identify biologically important factors.

Overall expression of type I collagen, collagenases and inhibitors of matrix metallopeptidases do not show a clear picture that would explain extracellular matrix remodeling. In contrast, the proteoglycan expression suggests a role in CRM with increased expression of the large proteoglycan VCAN. Small proteoglycans, FMOD, testican, SPOCK2 and biglycan (BGN), in contrast, all show considerable decrease toward term. 

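BGN (ENSCPOG00000023628) was at 117 ± 19.2 TPM (SD, n = 3) in NP, 79.0 ± 11.9 TPM (SD, n = 3) in MT and 48.9 ± 18.7 TPM (SD, n = 4) in LT. The MT animals, from 69.9 to 92.5 TPM, overlapped slightly with the LT animals, from 30.0 to 70.6 TPM. Between these stages the log2 fold change was -0.75 (standard error 0.26, adjusted P = 0.0566; exact permutation test, P = 0.0857). Without LT replicate 1 it was -0.95 with an adjusted P of 0.0184, the lowest in a range up to 0.185 over the alternative settings. Over the 3 stages the exact permutation test of the F statistic gave P = 0.00286.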

FMOD is interacting with type I and type II collagens. BGN plays a role in assembly of collagen fibrils, and testican is also involved in extracellular matrix organization.

### Comparison to human cervix

There are no data available to directly compare the results reported in the guinea pig with those in humans. The only data set we are aware of from humans that has some relationship to the guinea pig data presented here is Affymetrix based data from ripe and unripe cervices at term [17]. Ideally, both human and the guinea pig tissues should be obtained from corresponding stages of gestation. However, there are methodological and ethical considerations to prevent such a comparison. Obtaining cervix samples from women with ongoing gestations in the mid-trimester is not feasible because of the risk of causing a spontaneous abortion. On the other hand, the diagnosis of cervical ripening in the guinea pig is difficult. Changes in collagen have been quantitated using a non-invasive approach, which is not widely available to investigators [64, 65]. Therefore, a large number of guinea pigs at term would need to be euthanized to obtain material that would include both ripe and unripe cervices.

One way of relating the observations made in this study to data derived from humans is to assume that an unripe cervix at term is a cervix that did not make the transition from mid-pregnant state to a compliant, ripe cervix. From this perspective, an unripe cervix at term is probably closer to a mid-gestation pregnant cervix than to a ripe cervix. This assumption can be challenged; yet, despite the limitations, we believe that this comparison may offer insight into the comparative biology of cervical ripening, which may be difficult to gather otherwise at this time.

Another methodological issue is the comparison of transcriptomic data derived from microarrays (Affymetrix) and RNAseq data. Studies in humans have been based on Affymetrix technology [17], while our data were obtained using RNAseq. Whether and how Affymetrix and RNAseq data can be compared relies upon whether the different scales on which Affymetrix and RNAseq measures reside affect our conclusion. A key question when exploring this comparison is whether, on average, the direction of changes in gene expression between the two data sets corresponded. To address this, we first only considered statistically significant changes from the human data, and asked whether the RNAseq data (for the same genes) varied in the same direction. We considered fold changes estimated by Affymetrix and RNAseq technology. Fold changes are scale less quantities and thus, the original scales of RNA abundance measures became irrelevant, assuming their approximate linearity. The comparisons between the human and guinea pig samples were determined by calculating the correlation among the fold change data. This essentially tested for congruence of the direction of change rather than the magnitude of fold change. The only scenario where the technological difference would matter is if a change in one direction detected by Affimetrix technology would consistently lead to a signal in the opposite direction in RNAseq data. A substantial degree of methodological pessimism would be required to accept this scenario.

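PBRM1 (ENSCPOG00000000280) was at 39.9 ± 5.53 TPM (SD, n = 3) in NP, 30.3 ± 1.96 TPM (SD, n = 3) in MT and 22.0 ± 1.06 TPM (SD, n = 4) in LT. Toward LT the log2 fold change was -0.44 (standard error 0.10, adjusted P = 0.0132), and the animals did not overlap (exact permutation test, P = 0.0286). Relative to the shift of all genes the change is smaller. After median-ratio scaling the log2 fold change was -0.26 (adjusted P = 0.0319) and with quantile normalization -0.27 (adjusted P = 0.0546, the highest in a range from 0.00575 over the alternative settings). Removing the trend on gene length, a setting added later, left -0.04 (adjusted P = 0.771).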

We find that there is the potential of shared conserved regulatory pathways—most notably, the down-regulation of ESR1 and Polybromo 1 (PBRM1) as well as the up-regulation of IGFBP4, and the increased expression of VCAN. The other changes reported in the comparison of human ripe and unripe cervical tissue are not found in our comparison of mid- and late-gestation samples from guinea pig. There are methodological limitations that could explain these differences, and thus, the interpretation needs to proceed cautiously. At the very least, these data do not support a strong similarity of gene regulatory dynamics in humans and guinea pigs (Supplementary Fig. S1). Hassan *et al.* reported 89 genes with significant differences between ripe and unripe cervices. Most of these are up-regulated (*n* = 81). Of these 89 genes 76 where detected or expressed in our guinea pig samples. The correlation between the log 2-fold differences in the Hassan data and the log 2-fold expression data from guinea pig is low, *r* = 0.054. We then determined the set of genes that have a fold change in the same direction as in human samples and are significantly different between MT and LT (concordant genes). The list of concordant genes is short, comprising only nine genes: ESR1, PBRM1, SIGLEC1, CALD1, TPM1, IGFBP4, PLN, COL4A2 and VCAN. In contrast, there are 27 genes that are discordant, found to differ in the opposite direction between unripe and ripe human cervices at term and between MT and LT guinea pig cervix.

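All 9 genes had the direction of the human fold change in Supplementary Table S6, as they were chosen for it on these animals, and kept it under each scaling and with each animal left out in turn. Their ratios of the LT to the MT mean ranged from 0.649 for ESR1 to 2.75 for IGFBP4. A limma adjusted P under 0.05 was reached by 3 of the 9 genes, which were PBRM1, SIGLEC1 and IGFBP4. For 7 of them the MT and LT animals did not overlap, and for 4 the exact permutation P was under 0.05. SIGLEC1 (ENSCPOG00000007205) was at 4.75 ± 1.20 TPM (SD, n = 3) in MT and 8.99 ± 1.12 TPM (SD, n = 4) in LT, a log2 fold change of 0.81 (adjusted P = 0.0283). Leaving out MT replicate 2 or 3 or LT replicate 1, 3 or 4 raised its adjusted P above 0.05, and over the alternative settings it ranged from 0.00973 to 0.102. CALD1, TPM1, PLN and COL4A2 had log2 fold changes of 0.73, 0.59, 0.99 and 0.46, with adjusted P-values of 0.0874, 0.162, 0.0583 and 0.124. In a fit of only the MT and LT animals ESR1 and VCAN also passed 0.05, and the adjusted P was 0.0213 for CALD1 (up to 0.248 over the alternative settings), 0.0493 for TPM1 (up to 0.375) and 0.0417 for COL4A2 (up to 0.355). For PLN the adjusted P was 0.0473 under median-ratio scaling, 0.0387 without MT replicate 2 and 0.0355 without LT replicate 1, in a range up to 0.192 over the alternative settings. In settings added after the values were seen, the adjusted P was 0.016 for PLN and 0.029 for CALD1 with DESeq2, 0.04 for PLN in thinned libraries, and 0.0445 for PLN and 0.0324 for COL4A2 with the trend on gene length removed.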

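Supplementary Table S6 lists 26 such genes, and all 26 had a direction from MT to LT opposite to the human one in these values. With quantile normalization 25 of them did, and with the other scalings and with each animal left out all did. A limma adjusted P under 0.05 was found for 13 of the 26 genes, and 9 passed with edgeR on the read counts. The MT and LT animals did not overlap for 19 genes, and 16 had an exact permutation P under 0.05. Both SPOCD1 and FCRL5 were too low to be tested by limma, with every animal below 3 TPM. The ratios of the LT to the MT mean had a median of 0.692, and the lowest was 0.197. Because these genes were selected by their direction and significance in the same animals, these numbers are not independent evidence. The correlation with the human fold changes was not recomputed here, since it needs all genes of the human study.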

More comparative data are necessary to assess the existence of conserved core-regulatory mechanisms shared among placental mammals, or at least among the Archontoglires, the clade combining humans and mice. Any mechanistic interpretation of transcriptomic data, however, will require follow-up studies to exclude the possibility that the changes in RNA abundance are due to changes in tissue composition, e.g. through the recruitment of leucocytes.

## CONCLUSIONS AND IMPLICATIONS

1. Lack of systemic progesterone withdrawal at parturition evolved independently in the primate and the guinea pig lineages.
2. In guinea pig CRM at term is associated with changes in proteoglycan expression and less so with changes in the expression of collagen or collagenases.
3. We confirm previous evidence for a down-regulation of PR mRNA expression in the guinea pig cervix at term, a feature that has not been described in humans.
4. Potentially conserved mechanisms of CRM include down-regulation of ESR1 and the nuclear receptor PBRM1 as well as the up-regulation of VCAN and IGFBP4.

## SUPPLEMENTARY DATA

Supplementary data are available at *EMPH* online.

## FUNDING

This research was supported, in part, by the Perinatology Research Branch, Division of Intramural Research, *Eunice Kennedy Shriver* National Institute of Child Health and Human Development, National Institutes of Health, Department of Health and Human Services (NICHD/NIH); and, in part, with Federal funds from NICHD, NIH under Contract No. HSN275201300006C.

**Conflict of interest**: None declared.

## Supplementary Material

Supplementary Data

# Supplementary material for: Evidence for independent evolution of functional progesterone withdrawal in primates and guinea pigs
**Source:** Evol Med Public Health. 2013 Dec 3;2013(1):273–88. doi: 10.1093/emph/eot022
**Supplement:** Supplementary Data

Supplementary Data 

# Evidence for independent evolution of functional progesterone withdrawal in primates and guinea pigs

## Supplementary Data

files

**Files in this Data Supplement:**

- Supplementary Data - zip file

# Supplementary material for: Evidence for independent evolution of functional progesterone withdrawal in primates and guinea pigs
**Source:** Evol Med Public Health. 2013 Dec 3;2013(1):273–88. doi: 10.1093/emph/eot022
**Supplement:** Supplementary Data

# **Supplementary Material**

## **Evidence for the independent evolution of “functional progesterone withdrawal” in primates and guinea pigs: a comparative transcriptomic study.**

Mauris C. Nnamani, Roberto Romero, and Günter P. Wagner  
Yale Systems Biology Institute  
and  
Department of Ecology and Evolutionary Biology  
Yale University  
Perinatology Research Branch, NICDH, NIH  
Department of Obstetrics and Gynecology  
Wayne State University

**Suppl. Table 1:** fetal measurements to assess the status of pregnancy at time of tissue harvesting.

<sup>1,2</sup> Thomas and Lowy, 1982; Ibsen, 1928; <sup>3,4</sup> Draper, 1920; Kihlstrom, 1985

**Suppl. Table 2:** genes not expressed in cervix during estrus but expressed in mid pregnancy with average expression level > 3 tpm in mid pregnancy and a p-value of <0.05 by one sample t-test of the log transformed values at mid pregnancy.

**Supplementary Table 3:** genes not expressed in mid pregnancy cervix but expressed before pregnancy with average expression level > 3 tpm before pregnancy and a p-value of <0.05 by one sample one tailed t-test of the log transformed values in non-pregnant cervix.

**Supplementary Table 4:** genes expressed in late pregnancy but not in mid pregnancy. Expression in mid pregnancy is higher than 3tmp and significant at the 5% level based on one sample one tailed t-test on log<sub>10</sub> transformed data.

**Supplementary Table 5:** genes turned off in late pregnancy but expressed in mid pregnancy.

**Supplementary Table 6:** comparison of genes different between ripe and unripe human cervix according to (Hassan et al., 2009) and the fold change between mid pregnancy and late pregnancy in the guinea pig cervix.

Supplementary Figure 1: comparison of log<sub>2</sub> fold difference between ripe and unripe human cervix compared to log<sub>2</sub> fold change in guinea pig cervix between mid and late pregnancy. Included are data from 79 genes that are statistically significantly different between human unripe and ripe cervix and for which the corresponding gene has been measured in the guinea pig cervix. The correlation is low, 0.054. This result suggests limited similarity in cervical gene regulation in humans and guinea pigs. For a discussion of the limitations of this comparison see the main text.

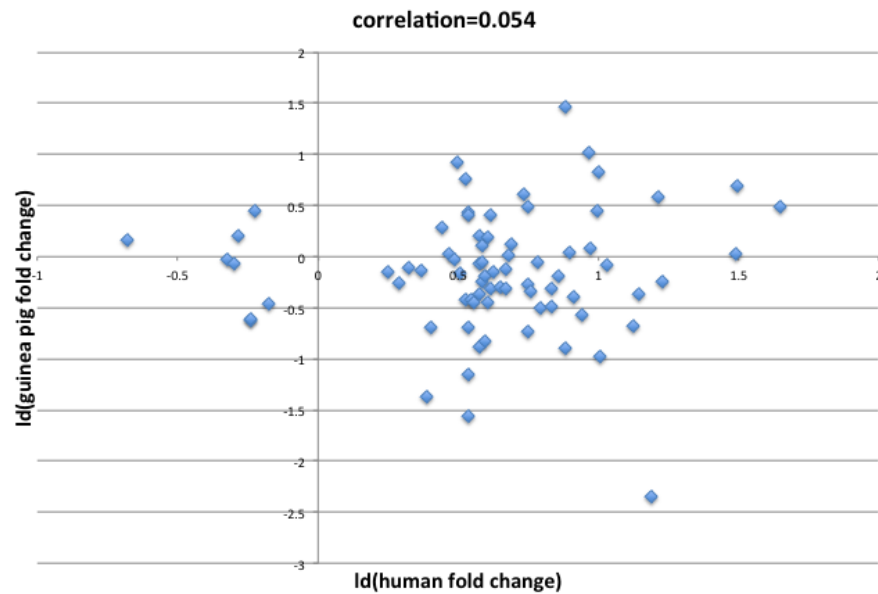

Suppl Figure 1

How the deposited data were processed for this re-analysis (not part of the article)

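The authors deposited 1 table with 25028 Ensembl genes of the guinea pig, 20251 of them with a gene name. For each gene and animal it holds the count of reads that the authors made with HTSeq-count after alignment with TopHat2, and the TPM value that the authors derived from the counts. Both were used as deposited, and no read was aligned again. Each column of the table belongs to 1 of the 10 animals by its label. The gestation age was 43.6 ± 0.5 days in the MT animals and 65.2 ± 1.2 days in the LT animals (SD), and 1 LT animal has no entry in Supplementary Table S1. Genes named in the paper were matched by gene name or Ensembl ID, with 7 aliases.

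The TPM values were the unit of the analysis because the methods name them. Changes were tested with limma (trend) on log2(TPM + 1) with a Benjamini-Hochberg adjustment over 12645 genes, in 1 fit with the stage as the only term. All tests were two-sided. Sets of genes were tested with camera and fry from limma, and their P-values adjusted over lists and comparisons. The tests, the alternative settings, the gene lists and the rule for naming genes were set before the data were examined. Tests with edgeR (quasi-likelihood, TMM normalization with factors from 0.927 to 1.133) and with DESeq2 on the counts, thinning of the counts to the smallest library of 18730665 reads, removal of the trend on gene length from each library, and the blocked edgeR fit were added after the values were seen. The versions were R 4.3.3, limma 3.58.1, edgeR 4.0.16 and DESeq2 1.42.0.

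In a self-test with 196 planted changes among 12238 simulated genes, limma recovered 76.5% of them from MT to LT with 4.5% false calls, and edgeR 77% with 5.6%. From NP to LT these values were 76.5% and 4.5% for limma and 79.1% and 3.1% for edgeR. From NP to MT there is no recovery value, so recovery with 3 animals against 3 was not covered. Of 200 random lists, 2 had a camera P under 0.05, and a planted list of 74 genes raised 1.5-fold was found. The simulated genes were drawn independently of each other, so this does not test camera's preset correlation between genes.

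The genes named are those that the paper names in its text, figures or Supplementary Table S6, and, for NP to MT and for MT to LT, the 5 genes with a gene name that rose most and the 5 that fell most among those with an adjusted P under 0.05 whose animals do not overlap. Of 49 genes named in the text, 47 were tested by limma. An adjusted P under 0.05 over all genes was reached by 24 of them from NP to MT, by 25 from MT to LT and by 35 from NP to LT. When adjusted over the list alone, these numbers were 25, 27 and 35. This is not independent evidence, since the study chose the list on these animals. The exact test gave P under 0.05 for 0, 23 and 27 of them and, adjusted over the list alone, for 0 in each comparison. Its smallest possible P is 0.1 from NP to MT, so the 0 there was certain. It is 0.0286 in the other comparisons, so their adjusted result is limited by this floor and does not show that no gene changed. The exact F statistic passed for 39, and for 39 when adjusted over the list alone. COL3A1 was not analysed here.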

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

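The tests of LY6D and LYPD3 and the 3 tests on the genes that rose were chosen only after the results were seen. In a group of 4 animals, an animal was singled out where its gap to the nearest other animal, as a share of the range of the group, exceeded Dixon's 95% limit. This happened in 2 of 68 groups, where chance gives about 1 in 20. TMPRSS11D was at 7.13 TPM in LT replicate 3, against 1.74 to 2.61 TPM in the other LT animals, and the LT mean of 3.35 TPM was 2.1 TPM without it. VSIG8 was at 4.28 TPM in LT replicate 1, against 47.5 to 51.1 TPM in the other LT animals, and the LT mean of 38 TPM was 49.2 TPM without it. No biological explanation was tested for these animals, and no technical one.

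The paper does not discuss 7 genes that rose by the rule for naming genes. From NP to MT, SCGB3A1 rose by a log2 fold change of 8.79 (limma adjusted P = 3.71e-06), from 11.0 ± 5.53 to 5269 ± 2110 TPM, and C1orf64 by 6.12 (limma adjusted P = 0.000466), from 5.59 ± 5.04 to 357 ± 80.6 TPM (SD). From MT to LT the log2 fold changes were 4.06 for LY6D (limma adjusted P = 0.00887), 3.71 for LYPD3 (limma adjusted P = 0.0225), 3.38 for UBE2C (limma adjusted P = 0.00182), 3.30 for BPIFB1 (limma adjusted P = 0.0168) and 3.16 for SLPI (limma adjusted P = 0.00419). Over the alternative settings the limma adjusted P ranged from 0.00441 to 0.0973 for LYPD3, which was 0.0973 without MT replicate 2, 0.0811 without MT replicate 3, 0.0526 without LT replicate 3 and 0.0571 without LT replicate 4. For BPIFB1 the range was 0.00108 to 0.0741, with 0.0741 without MT replicate 2 and 0.0609 without MT replicate 3. On the read counts, the edgeR adjusted P was 0.107 for LYPD3 and 0.0846 for BPIFB1.

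All 7 genes had a limma adjusted P under 0.05 after the libraries were thinned to the smallest total. Thinning hardly changes the TPM of abundant genes, so this shows only that the calls remained at equal depth. The same number, 7, passed under median-ratio scaling, against the scaling of the TPM values as the cause, and 7 passed with the trend on gene length removed, against gene length bias. For LY6D and LYPD3 a larger share of squamous epithelium in late pregnancy is a candidate explanation. The 13 tested genes of the squamous epithelium list had a median log2 fold change of 1.414 from MT to LT. With no filter this median was 0.328 over 15 genes, of which 14 were higher and 1 lower. Higher expression within the same cells remains as open as a larger share of these cells. UBE2C is a gene of the cell cycle list.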

How the results depend on the processing

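The tests with edgeR and DESeq2, the blocked edgeR fit, the thinning, the removal of the gene length trend and the limit to named genes under the one-sample criterion were chosen only after the results were seen. Where a value changed with a setting below, the cause was not tested unless stated.

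The direction in which most genes changed from NP to MT and from NP to LT depended on the scaling. As deposited, more genes fell than rose in each comparison. Under median-ratio scaling 1378 genes were higher and 894 lower from NP to MT, 1855 and 1850 from MT to LT, and 3338 and 2895 from NP to LT, against 793 and 1549, 851 and 2872, and 1417 and 5301 with the TPM values as deposited. Quantile normalization gave 1241 higher and 1067 lower from NP to MT, 1273 higher and 1704 lower from MT to LT, and 2667 higher and 3066 lower from NP to LT. With edgeR 1272 were higher and 1009 lower from NP to MT, 1696 higher and 1972 lower from MT to LT, and 2990 higher and 3257 lower from NP to LT. With DESeq2 1662 were higher and 1459 lower from NP to MT, 2195 higher and 2376 lower from MT to LT, and 3311 higher and 3472 lower from NP to LT. With the gene length trend removed 1307 and 943 were higher and lower from NP to MT, 1513 and 1511 from MT to LT, and 2972 and 2626 from NP to LT. Thus more genes rose than fell from NP to MT under these 5 settings, but from NP to LT only under median-ratio scaling and with the length trend removed. From MT to LT more fell with quantile normalization, edgeR and DESeq2, and the numbers were nearly equal under the other 2. A fit of only the NP and MT animals called 1113 genes, 505 higher and 608 lower, fewer than the fit over all animals. A fit of only the MT and LT animals called more, 4909 genes, 1106 higher and 3803 lower.

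The replicate number is only a label, and the deviations of animals with the same number had correlations from -0.287 to 0.254. With it as a replicate block, 949 genes were lower from NP to MT, and 1693 were called from MT to LT, 414 higher and 1279 lower. The blocked edgeR fit called 1508 genes from NP to MT, 628 of them lower, 1909 from MT to LT, 1008 of them lower, and from NP to LT 2426 higher and 2513 lower.

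Across the fits that each left out 1 animal, the genes called numbered from 1099 (without MT replicate 3) to 4202 (without NP replicate 1) from NP to MT, with 483 to 913 higher and 616 to 3289 lower, and 1451 without NP replicate 2. From MT to LT they numbered from 1944 (without MT replicate 2) to 3431, with 373 to 797 higher and 1571 to 2634 lower, and 2408 without LT replicate 3. From NP to LT they numbered from 5279 to 7794.

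With every animal on its side of 3 TPM, 95 genes were turned on and 157 off from NP to MT, and 76 on and 165 off from MT to LT. The one-sample criterion gave 118, 173, 124 and 221, and 95, 145, 103 and 183 among genes with a name. Without 1 animal the numbers were 231 to 316, 571 to 707, 247 to 300 and 558 to 648.

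The medians of the cell cycle list, -0.68 from NP to MT and 0.96 from MT to LT, passed 0.05 with fry, a pseudocount of 0.1, square-root TPM, no filter, both scalings, the replicate block and thinning and without each animal, and not in camera with the estimated correlation. The lists were not tested in the other settings. Without 1 animal they were -0.79 to -0.55 and 0.84 to 1.11. The direction of other lists with a median near 0 reversed. The smooth muscle list from NP to MT was at -0.4 on square-root TPM, at -0.03 with quantile normalization, and at -0.11, -0.24 and -0.09 without NP replicate 2, NP replicate 3 and MT replicate 2, in a range up to 0.45 without 1 animal. The mucus list from MT to LT was at -0.05 with quantile normalization and at -0.03 and -0.08 without MT replicates 1 and 2, in a range up to 0.09, and the leukocyte list at -0.18 with no filter and at -0.03 and -0.05 without MT replicate 3 and LT replicate 1, in a range up to 0.12. The fibroblast list from MT to LT was at -0.18 with quantile normalization and at -0.05, -0.15 and -0.09 without MT replicate 2, MT replicate 3 and LT replicate 1, in a range up to 0.23. The squamous list from NP to LT was at 0.19 under median-ratio scaling, 0.2 with quantile normalization, and 0.29 and 0.01 without NP replicate 1 and LT replicate 1, in a range down to -0.44.

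Of 1172 comparisons over 71 log2 fold changes of named genes, 1105 were the same, 51 weaker and 16 stronger, and 0 reversed. Of 279 for the lists, 26 were weaker and 5 stronger. Of 881 for stage means 108 moved by more than the SD, 99 of them when the 100 most abundant genes were left out, which raises every other TPM value by construction. Of 885 for ratios of stage means 15 moved, and of 141 exact P-values 3 were weaker and 2 stronger on the log2 scale. Genes near the threshold rest on 55 to 104.5 reads, and the genes turned on or off were not counted again in thinned libraries.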

Differences from the paper's values

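The limit to named genes under the one-sample criterion, edgeR and DESeq2 were chosen only after the values were seen. Of 55 values compared, 1 was counted as different, and 44 of the 49 values from the paper's text were within 10%. A value was counted if it was more than 1.5 times apart and the gap also exceeded the SD between animals. The SD was not required for leading results or for values without an SD. The mean of PLA2G10 in MT was 201 TPM, against the paper's value of about 95 TPM in Fig. 5a, read by eye. This gap is smaller than the SD between the MT animals, 185 TPM, and is given because PLA2G10 is a leading result of the paper. The paper's text gives 200 TPM in MT and 400 TPM in LT, against 201 and 395 here, so the difference concerns the figure. Among the alternatives set before the data were examined, the gap closed with the median of each stage (108 TPM) and without MT replicate 1 (94.3 TPM), and did not close with median-ratio scaling, without the 100 most abundant genes, or without MT replicate 2 or 3.

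The paper gives 195 genes turned on and 428 turned off from NP to MT, and 195 on and 449 off from MT to LT, against 263, 626, 249 and 595 here. At a threshold of 1 TPM the numbers were 241, 603, 192 and 590, and among genes with a name 214, 522, 201 and 496. All genes of Supplementary Tables S2 to S5, 88, 141, 103 and 170, were in these lists with the same mean. The one-sample criterion gave 118, 173, 124 and 221 genes, and 95, 145, 103 and 183 among genes with a name. In Supplementary Table S4 all 103 of the paper's P-values were lower than the one-sided values computed here, by a median factor of 2.15.

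The paper names IGFBP1 among the induced genes, and the file holds 1 read of it in 1 MT animal. The paper counts ARG2 among the genes that rise toward LT, and it was at 6.09 TPM in MT and 2.98 TPM in LT. The paper places IL1A at the head of the genes turned off, and it was number 6 by NP mean and first among genes with a name. The paper states a discontinuity after the 11th gene turned off. In the order of all genes turned off, with and without a name, the ratio of the 11th gene to the next was 1.03. The paper's order, with IL1A at its head, may be of genes with a name only, and the gap in that order was not computed. The paper puts VSIG8 first among the genes turned on toward LT, and a gene without a name, ENSCPOG00000009710, had a higher mean, 49.8 TPM against 38.0 TPM. The paper states that the A1AT transcript is not among those mapped, and of 2 genes with names of this kind, chosen after their values were seen, A1AF_CAVPO was between 13.6 and 23.4 TPM in all animals and A1AS_CAVPO between 0 and 0.0328 TPM in NP, 0.0925 and 2 TPM in MT and 0.19 and 39.8 TPM in LT. The text and Supplementary Table S6 give different numbers of discordant genes, of which the table lists 26.

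The paper calls the changes of ESR1, VCAN and MMP14 from MT to LT by t-tests on square-root TPM, without correction for multiple comparisons. No such t-test is given here, so the adjusted values are a different measure and cannot test those calls. The limma adjusted P-values over all tested genes, in the fit that includes the NP animals, were 0.122, 0.101 and 0.175. The fit of only the MT and LT animals gave 0.00868 for ESR1 and 0.0338 for VCAN, DESeq2 gave 0.0275 for VCAN and 0.0326 for MMP14, and removing the gene length trend, chosen after the values were seen, gave 0.0222 for VCAN.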

Other observations

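The splits for the squamous, mucus, smooth muscle and endothelium lists and for the cell cycle list from NP to LT, and the tests on the whole share of squamous epithelium and on squamous epithelium for the cell cycle list, were chosen only after the results were seen. The lists of marker genes were written from general knowledge of cell types, and no gene is in more than 1 list. Adjusted P-values of lists are from camera in limma with the preset correlation, with fry second. With the correlation estimated from the data, no list had an adjusted P under 0.05.

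Of 25 squamous epithelium genes, 13 were tested, 4 are in the paper's tables and 8 were above 3 TPM in every stage. The median log2 fold change was -1.10 from NP to MT (limma adjusted P = 0.0132 and 0.106; -0.442 with adjusted P = 0.4 without NP replicate 1, -0.717 with 0.0763 without MT replicate 2, -1.819 without NP replicate 3 and -1.735 without MT replicate 1), 1.414 from MT to LT (limma adjusted P = 0.000642 and 0.33) and -0.12 from NP to LT (limma adjusted P = 0.703 and 0.409). The most abundant members were KRT14 at 1571 ± 1086, 548 ± 527 and 2237 ± 584 TPM, SFN at 237 ± 235, 83.5 ± 41.2 and 228 ± 55.1 TPM and PKP1 at 83.1 ± 63.2, 74.6 ± 73.0 and 189 ± 62 TPM in NP, MT and LT (SD). Of 21 mucus epithelium genes, 15 were tested, 1 is in the paper's tables and 14 were above 3 TPM in every stage. Their median was 1.56 from NP to MT (limma adjusted P = 1.74e-05 and 0.00118; 1.008 without NP replicate 1), 0.04 from MT to LT (limma adjusted P = 0.0389 and 0.33) and 1.48 from NP to LT (limma adjusted P = 6.11e-06 and 0.000527; 0.56 without NP replicate 1). AGR2 was at 154 ± 58.9, 2255 ± 882 and 6718 ± 847 TPM, FCGBP at 40.9 ± 22.5, 702 ± 515 and 1224 ± 387 TPM and KRT7 at 295 ± 128, 827 ± 96.0 and 776 ± 44.0 TPM (SD).

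All 15 smooth muscle genes were tested and above 3 TPM in every stage, and 0 are in the paper's tables. Their median was 0.03 from NP to MT (limma adjusted P = 0.397 and 0.965), 0.44 from MT to LT (limma adjusted P = 0.00108 and 0.437) and 0.58 from NP to LT (limma adjusted P = 0.00111 and 0.437; 1.047, 0.37 and 0.17 without NP replicates 1, 2 and 3). ACTG2 was at 4548 ± 4745, 3286 ± 642 and 10740 ± 6085 TPM, ACTA2 at 4881 ± 3197, 5132 ± 1080 and 7048 ± 1924 TPM and TAGLN at 3342 ± 2285, 3470 ± 917 and 6170 ± 1862 TPM (SD). Of 14 endothelium genes 12 were tested, all above 3 TPM in every stage and 0 in the paper's tables. Their median was -0.33 from NP to MT (limma adjusted P = 0.311 and 0.292; -0.189 without MT replicate 1), -0.86 from MT to LT (limma adjusted P = 0.000276 and 0.004) and -1.19 from NP to LT (limma adjusted P = 0.000927 and 0.00118). ENG was at 82.5 ± 1.48, 73.0 ± 7.84 and 63.6 ± 12.6 TPM, EMCN at 43.7 ± 2.63, 35.3 ± 9.83 and 19.8 ± 7.56 TPM and CDH5 at 41.5 ± 6.72, 25.7 ± 3.64 and 16.9 ± 3.77 TPM (SD).

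Of 25 leukocyte genes 17 were tested, 12 were above 3 TPM in every stage and 0 are in the paper's tables. Their median was -0.47 from NP to MT (limma adjusted P = 0.951 and 0.607; -0.748 and -0.19 without NP replicates 1 and 2), 0.07 from MT to LT (limma adjusted P = 0.0669 and 0.765) and -0.50 from NP to LT (limma adjusted P = 0.311 and 0.8; -1.07 and -0.138 without NP replicates 1 and 2). S100A9 had means of 3356, 7599 and 8006 TPM, S100A8 was at 2862 ± 766, 3642 ± 1745 and 9050 ± 1990 TPM and TYROBP at 117 ± 59, 67.8 ± 7.03 and 76.5 ± 19.6 TPM (SD). Of 18 genes of fibroblast stroma 12 were tested, all above 3 TPM in every stage. Their median was -0.29 from NP to MT (limma adjusted P = 0.703 and 0.303; -0.472 and -0.13 without MT replicates 1 and 3), 0.01 from MT to LT (limma adjusted P = 0.556 and 0.588) and -0.34 from NP to LT (limma adjusted P = 0.951 and 0.106; -0.202 without NP replicate 1), with COL1A1, COL1A2 and SPARC as the most abundant members, the last at 2817 ± 886, 1976 ± 408 and 2422 ± 248 TPM (SD). Of the red blood cell genes only 1 was tested, so no list test was made.

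When the animals were assigned to groups in every other possible way, no other assignment gave as many genes. This is 1 of 10 for NP to MT, where 10 assignments leave chance open, and 1 of 35 for MT to LT and for NP to LT. For the cell cycle list 1 of 10 assignments had a median as large from NP to MT, 1 of 35 from MT to LT and 5 of 35 from NP to LT. For the squamous list these were 3 of 10 from NP to MT and 1 of 35 from MT to LT, and for the mucus list 1 of 10, 27 of 35 and, from NP to LT, 1 of 35. For smooth muscle 8 of 35 from MT to LT and 9 of 35 from NP to LT were as large, and for endothelium 1 of 35 in each. Chance therefore remains a candidate explanation for smooth muscle in both comparisons, for the cell cycle list from NP to LT and for the mucus list from MT to LT. It also remains one for the squamous list from NP to MT, with 3 of 10. For the other lists from NP to MT, 10 assignments are too few to exclude it.

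Whether the 11 high genes turned off in MT come from squamous epithelium in the NP tissue stays open. The squamous list fell by 1.101 from NP to MT, but by 0.442 without NP replicate 1, which is also the highest animal for all 11 genes. A lower share of this epithelium as a whole is a further candidate. The list had medians of log2(TPM + 1) of 4.15, 4.45, 4.56 and 4.97 in the LT animals, against 4.32 in the lowest NP animal. The median of the 11 genes was at most 1.24 in any LT animal, against 4.64 in NP replicate 3. These genes were chosen by their NP and MT means, without their LT level. For the 11 genes as a set, these values argue against a lower share as the only cause. ENSCPOG00000009710 went the other way, at 128 TPM in LT replicate 4 against 38.4 TPM in NP replicate 3. A larger share of mucus epithelium in MT is a candidate explanation for CLCA1 and PLA2G10, since the mucus list had a median of 1.561. This median was 0.543 over 18 genes with no filter, and the log2 fold changes of CLCA1 and PLA2G10 were larger, at 6.27 and 6.53. By single genes, 8 of the list were higher and 3 lower with a limma adjusted P under 0.05, and a larger share alone would not lower the 3. Expression within the same cells was not separated from a larger share.

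For the cell cycle list from MT to LT, the leukocyte median of 0.07, over genes that went both ways, cannot tell whether recruited leukocytes contribute. The squamous median of 1.414 likewise leaves open whether a larger share of squamous epithelium contributes. In libraries thinned to the smallest total the cell cycle median was 0.967, and 3276 genes were called from MT to LT. TPM values have the same total in each library, so thinning was bound to leave the median nearly unchanged. These values show only that the results remained at equal depth. With the gene length trend removed 3024 genes were called from MT to LT, of which 2310 were among the 3723 called as deposited. In the main fit the log2 fold changes had a Spearman correlation of -0.201 with gene length. The removal also moved the median log2 fold change of all genes from -0.157 to 0.015. Gene length bias therefore does not account for all calls. Its part in the other calls was not separated from the shift of all genes.

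Between animals of different stages a median of 1067 genes crossed 3 TPM, against 536.5 within a stage, which cannot tell how many genes turned on or off cross by chance. The ratio of genes turned off to genes turned on was 2.38 from NP to MT and 2.39 from MT to LT. It was 1.74 and 1.5 under median-ratio scaling, and 2.34 and 2.27 without the 100 most abundant genes. More genes were still turned off than on in each case. A few abundant genes taking more of the TPM total therefore do not account for all of the excess, but part of it went with the scaling.

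By the rule for naming genes, 3 genes that the paper does not discuss fell from MT to LT. The log2 fold change was -3.5 for PAPPA2 (limma adjusted P = 0.0065), -3.27 for Q8VI72_CAVPO (limma adjusted P = 0.00788, with 0.00247 to 0.541 over the alternative settings) and -3.16 for PTGDS (limma adjusted P = 0.0414, with 0.0217 to 0.136). The call of PTGDS did not hold under median-ratio scaling (limma adjusted P = 0.0522), with quantile normalization (0.0569), with no filter (0.0649) or without any 1 animal of MT or LT except LT replicate 2, and the adjusted P was 0.0882 with edgeR and 0.0596 with DESeq2.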
